# Tomato Genome-Wide Transcriptional Responses to Fusarium Wilt and Tomato Mosaic Virus

**DOI:** 10.1371/journal.pone.0094963

**Published:** 2014-05-07

**Authors:** Giuseppe Andolfo, Francesca Ferriello, Luca Tardella, Alberto Ferrarini, Loredana Sigillo, Luigi Frusciante, Maria Raffaella Ercolano

## Abstract

Since gene expression approaches constitute a starting point for investigating plant–pathogen systems, we performed a transcriptional analysis to identify a set of genes of interest in tomato plants infected with *F. oxysporum f. sp. lycopersici* (*Fol*) and Tomato Mosaic Virus (*ToMV*). Differentially expressed tomato genes upon inoculation with *Fol* and *ToMV* were identified at two days post-inoculation. A large overlap was found in differentially expressed genes throughout the two incompatible interactions. However, Gene Ontology enrichment analysis evidenced specific categories in both interactions. Response to *ToMV* seems more multifaceted, since more than 70 specific categories were enriched versus the 30 detected in *Fol* interaction. In particular, the virus stimulated the production of an invertase enzyme that is able to redirect the flux of carbohydrates, whereas *Fol* induced a homeostatic response to prevent the fungus from killing cells. Genomic mapping of transcripts suggested that specific genomic regions are involved in resistance response to pathogen. Coordinated machinery could play an important role in prompting the response, since 60% of pathogen receptor genes (**NB-ARC-LRR**, **RLP**, **RLK**) were differentially regulated during both interactions. Assessment of genomic gene expression patterns could help in building up models of mediated resistance responses.

## Introduction

Disease resistance in plants depends on the ability of the host to recognize pathogens and initiate defense mechanisms that limit infection. A basal type of immunity in plants is conferred by the recognition of conserved microorganism-associated molecular patterns (MAMPs) by specific pattern-recognition receptors (PRRs) that protect hosts against non-specialized pathogens. Plants are also capable of establishing immune responses by using pathogen receptors (mainly Nucleotide binding-ARC/leucine-rich repeat proteins **NB-ARC-LRR** but also Receptor Like Proteins **RLP**; Receptor-Like Kinase **RLK**) known as resistance (R) proteins able to recognize the presence of pathogen effector molecules and to activate effector-triggered immunity (ETI). This response is typically associated with programmed cell death of the infected cells and the production of antimicrobial molecules [1]. Modulation of hormone pathways is required to restrict pathogen invasion, re-allocate resources, control cell death and modify plant architecture [2]. In addition, systemic-acquired resistance, which immunizes against subsequent infections, could also occur [1].

Tomato (*Solanum lycopersicum*) has served as an important model system for studying the genetics and molecular basis of resistance mechanisms in plants. The breadth of pathogen classes affecting tomato underscores the importance of tomato pathosystems as amenable models for studying the plant immune system [3]. Plants build up appropriate defense responses without draining energy resources to unsustainable levels through the cross-talk and fine-tuning of different defense pathways [4]. Identification of host genes involved in resistance responses could be helpful both for understanding plant defence mechanisms against pathogens and building up a biological model of plant–pathogen interaction.

*Fusarium oxysporum* f. sp. *lycopersici* (*Fol*) is one of the main diseases affecting tomato, causing vascular wilt disease by colonizing the xylem vessels of roots and stems. Three physiological races, termed 1, 2 and 3, have been identified. The *FOL AVR* genes (*AVR1, AVR2* and *AVR3*) are carried in different combinations in different *FOL* races. *AVR1* ( = *SIX4*) is unique to race 1 whereas *AVR2* ( = *SIX3*) is found in races 1 and 2. *AVR3* ( = *SIX1*), which exists in all races *I*, *I2* and *I3* are known confer resistance to FOL in tomato. Race 1-resistant cultivars (*I i2 i3*), races 1 and 2-resistant cultivars (*I I2 i3*), and races 1, 2 and 3-resistant cultivars (*I I2 I3*) have been developed [5]. To date only I-2 gene, a coiled-coil/nucleotide binding-ARC/leucine-rich repeat (CC-NB-ARC-LRR) protein, that confers resistance to race 2 of *Fusarium oxysporum f. sp. lycopersici* has been cloned [6]; [7]. Responses mainly involves the callose deposition, the accumulation of phenolics and the formation of tyloses (outgrowths of xylem contact cells) and gels in the infected vessels [8]. Interaction between tomato and *Fusarium oxysporum f. sp.lycopersici* has been investigated in depth, becoming a model system for disease resistance response [9].

Tomato mosaic virus (ToMV) is a positive-sense ssRNA virus belonging to the Tobamovirus genus. ToMV infects tomato plants systemically, causing mosaic symptoms, which are characterized by intermingled light and dark green regions [10]. The Tm-2 gene of tomato and its allelic form, Tm-2(2), confer resistance to Tomato mosaic virus (ToMV) and encode members of the CC-NB-ARC-LRR protein class [11].

These two pathogens have different infection strategies: *ToMV* is a biotrophic leaf pathogen that causes tomato leaf mold, whereas *Fol* is a saprotrophic soilborne vascular pathogen that challenges several Solanaceae. The aim of this study was to compare tomato global transcriptional profiles in response to host attack by *ToMV* and *Fol* in order to identify genomic differences and similarities in incompatible interactions between a foliar and a vascular pathogen, making use of the recently sequenced tomato genome. First we examined global tomato transcriptional profiling during both incompatible interactions to compare transcriptional changes occurring in tomato plants. Then we performed in-depth gene annotation, highlighting enriched GO categories and any metabolic perturbations arising. Finally, we explored the genome arrangement of expressed genes along the chromosome in order to connect genomic and transcriptional events.

## Materials and Methods

### Plant Material and Inoculation Protocol

For our experiments we used the Rosso Delta tomato (*S.lycopersicum*) variety, resistant to *Fol* races 1 and 2 and *ToMV* race 0. Tomato plants were inoculated with *Fol* strain ATCC 16605 containing the Avr1 and Avr2, (Plant Research International, NL). Plantlets were infected at the stage of expanded cotyledons: roots were cut and dipped in a suspension at a concentration of 1×10^6^ conidia/ml, according to CPVO technical protocol TP/044/3 [12] (Experiment I). Inoculation with *Tomato Mosaic Virus* was carried out with the strain GM6s of *ToMV* (Plant Research International, NL), according to the method reported in the CPVO technical protocol TP/044/3 [12] (Experiment II). Plants with expanded cotyledons were inoculated with the sap obtained from infected desiccated tomato leaves. Viral transmission was ensured by mechanical tissue abrasion caused by diatomaceous powder.

### Sample Collection

Two days after treatment, infected and non-infected tomato leaf samples of two independent replicas of Experiment I and II were collected. Roots and leaves were removed from the plants, weighed and immediately frozen in liquid nitrogen and stored at −80°C. RNA was isolated from whole plants using the Rneasy Plant Kit according to the manual instructions (Quiagen Valencia, USA). RNA sample concentration was determined using a Nanodrop photometer. An Agilent 2100 Bioanalyzer was used to check the quality of RNA.

### Chip Design and Microarray Hybridization

Transcriptomic analysis was performed using a 90 K TomatArray 2.0 microarray synthesized using the CombiMatrix platform at the Plant Functional Genomics Center of the University of Verona. The chip (TomatoArray2.0) carries 25,789 non redundant probes (23,282 unique probes and 2,507 probes with more than one target) randomly distributed in triplicate across the array, each comprising a 35–40-mer oligonucleotide. The source of sequence information included tentative consensus sequences (TCs) derived from the DFCI Tomato Gene Index Release 12.0 and expressed sequence tags. Eight bacterial oligonucleotide sequences provided by CombiMatrix, eight probes designed on eight Ambion spikes and 40 probes based on *Bacillus anthracis*, *Haemophilus ducreyi* and *Alteromonas* phage sequences were used as negative controls. Complete description of the chip is available at the Gene Expression Omnibus under the platform accession GPL13934. Microarray analysis was used to investigate tomato gene expression profiles two days after the infection with *Fol* and *ToMV*, comparing with the uninfected control profile. After checking the quantity and quality by spectrophotometry using NanoDrop 1000 (Thermo Scientific), total RNA (2 µg) was amplified and labeled using the RNA ampULSe kit (Kreatech). For array hybridization, according to the manufacturer’s recommendations, 4 µg of labeled aRNA was employed. Cy5 labeled aRNA was hybridized with the microarray at 45°C for 16 h; then arrays were washed with hybridization Solution at 45°C for 5 minutes and 3×SS, 0.5×SSPET, PBST wash and PBS wash at room temperature. Pre-hybridization, hybridization, washing and imaging steps were carried out according to the manufacturer’s instructions. Microarrays were stripped for reuse (up to three reuses per chip) with the CombiMatrix CustomArrayTM Stripping Kit according to the manufacturer’s instructions (product number 610049). After hybridization and washing, the microarray was scanned using a Perkin Elmer Scan Array 4000XL (software ScanArray Express Microarray Analysis System v4.0).

### Data Analysis

Gene expression levels corresponding to eight microarrays were processed using R software (R Core Team 2013 [13], URL http://www.R-project.org/.) and the limma package [14]. Raw data were investigated for quality assessment, preprocessed and normalized using a suitable subset of control probes available in the CombiMatrix array and a quantile normalization technique. Three technical replicates within each array and two biological replicates were employed to assess differential expression for each experiment (Experiments 1 and 2) to compare the different experimental conditions (non-inoculated vs inoculated) using a linear model for microarray [15]. The significance of the differential expression was assessed taking into account the multiple testing setting and controlling the False Discovery Rate (FDR) at FDR = 0.01 and the empirical Bayes moderated t-statistics available in the limma package. Linear model fitting was used to assess differential expression of the two pairs of contrasted experimental conditions (non-inoculated vs inoculated), taking into account the presence of technical replicates as well as biological replicates. Differential expression data are deposited in Gene Expression Omnibus (**GEO**) database repository with accession number (GSE52336).

### Annotation of the Gene Chip Probes

An in-house pipeline was developed to annotate tomato tentative consensus sequences (TCs) used to develop CombiMatrix CustomArrayTM probes. The queried tomato genes were identified by mapping TC sequences to the tomato CDS sequence using BLASTn (E-value 1e-3). The latest version of the tomato gff3 annotation files was parsed to extract the cds sequences of genes probed. Blast2GO http://blast2go.bioinfo.cipf.es/was used to provide automatic high-throughput annotation, gene ontology mapping and categorization of tomato proteins identified. An expectation value threshold of 1e-6 in BLASTp analysis was performed. Blast2GO was used for the statistical analysis of GO-term frequency differences. The enrichment analysis of the GO terms was based on Fisher’s exact test and corrects for multiple testing. A cut-off FDR value of 0.05 was used. An interactive graph of the GO category enrichment REVIGO htt://revigo.org/and a graphic representation Cytoscape htt://cytoscape.org//were also performed.

## Results

### Identification of Differentially Expressed Genes Induced by *F. oxysporum* f. sp. *lycopersici* (*Fol*) and *ToMV* Inoculation

The transcriptional responses of resistant tomato seedlings, inoculated with *Fol* and ToMV, were evaluated by querying 15,734 tomato genes. This analysis allowed us to compare changes occurring during both incompatible interactions with a vascular fungus and with a virus. 

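Seedlings were profiled 2 days after inoculation with Fusarium oxysporum f. sp. lycopersici (Fol), a soil fungus that grows in the xylem, or with Tomato Mosaic Virus (ToMV), an RNA virus carried in sap. Each of these experiments had 2 inoculated and 2 non-inoculated samples, which makes 8 arrays. The methods describe independent replicas, and p-values from averaged spots measure only the spread between these samples. Each of the 4 groups was scanned on its own day, so scan day and reuse of the chips cannot be told apart from inoculation. The p-values hold no spread between scan days of a group. Where spots are taken as independent values, p-values also rest on the spread between spots of 1 array. The methods name leaf samples, then roots and leaves, and then RNA from whole plants, while the sample labels name leaf. The amount of RNA amplified is 2 µg in the methods and 1 µg in the labels. The methods name a ScanArray scanner, while the scanner files were written by GenePix Pro 7.1.26. The array held 25781 tomato probes on 3 to 6 spots each and 40 negative control probes on 1408 spots. The median intensity of the tomato probes was between 644 and 1052 per array, and that of the negative controls between 474.5 and 1000. On ToMV inoculated replicate 1, 18.1% of the probes exceeded the 95th percentile of the negative controls, against 29.1% to 40.4% on the other 7 arrays. In all, 10681 probes (41.4%) exceeded it in both arrays of at least 1 group, and 2 arrays per group limit the precision of every value. The authors deposited the scanner files and a table of scores per spot. Each score equals the log2 intensity minus the mean of the negative controls, divided by their SD, to within 1.2e-08. However, 2 of the 8 columns of that table match the scanner file of the sample in their heading, and 6 match the file of another sample. All 4 columns headed inoculated match files of the Fol experiment, and all 4 headed non-inoculated match files of the ToMV experiment. By the scanner labels, the table's Fol comparison holds the replicate 1 arrays and its ToMV comparison the replicate 2 arrays of both experiments. Each sets Fol arrays against ToMV arrays, with 1 inoculated array on each side. The image name inside each of the 8 scanner files gives the sample to which that file belongs. Samples were therefore taken as the scanner files label them, and results from the deposited table under its own headings are given beside them. Scanner intensities were corrected for background, quantile normalized and averaged over the spots of a probe, and inoculated and non-inoculated samples were compared with limma 3.58.1 at an adjusted p under 0.01. The sources used here pair 55 probes with genes, through Tables 1, 3 and 5. Of these, 7 have more than 1 target and are not named for a gene.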

Differentially expressed tomato genes (FDR-adjusted p-value <0.01) were identified at 2 DPI, comparing inoculated and non-inoculated plants. The time point was selected in order to identify genes involved in the initial stages of the defense against the pathogens.

In *Fol* incompatible interaction, transcriptome variation resulted in 3,753 differentially induced genes. In particular, 2,392 genes (about 64%) were up-regulated (Fig. 1A), indicating considerable gene activation during infection. 

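Of the 21 peroxidases of Table 3, 11 were brighter on both Fol-inoculated arrays than on both non-inoculated arrays, 1 was dimmer and 9 overlapped, and of its 4 chitinases 3 were brighter and 1 overlapped. None of these or the other probes with a gene name passed the test. The study chose Table 3 on these samples, so the counts are not independent evidence, and no such count over all probes is given here. Among the alternative settings, 1 gene of Table 3 passed in limma with no background correction, with median scaling and without dim probes. With spots as independent values 8 passed as higher and 1 as lower. The peroxidase Solyc12g017660.1.1 (TC198426), of a family that oxidizes phenolic compounds with hydrogen peroxide, had a normalized log2 intensity of 11.83 ± 0.24 (SD, n = 2) with Fol and 9.28 ± 0.49 (SD, n = 2) without it. This is a log2 fold change of 2.55 (standard error 0.27, adjusted p = 0.0254 from limma). The chitinase Solyc04g072000.2.1 (TC212476), of enzymes that cleave the chitin of fungal walls, was at 12.96 ± 0.35 (SD, n = 2) with Fol and 10.54 ± 0.48 (SD, n = 2) without it, a log2 fold change of 2.42 (standard error 0.34, adjusted p = 0.0712 from limma). The peroxidases Solyc01g067860.2.1 (TC195695) and Solyc02g084780.2.1 (TC201521) had log2 fold changes of 2.89 and 2.42 with standard errors of 0.67 and 0.61 (adjusted p = 0.416 and 0.486). A non-specific lipid-transfer protein, Solyc08g067510.1.1 (TC213655), had a log2 fold change of 1.37 and a major latex-like protein, Solyc04g007750.2.1 (TC199935), one of -1.32 (adjusted p = 0.509 and 0.613). Of the 25781 probes, 1 passed and was higher with Fol, and 1462 (5.67%) had an unadjusted p under 0.05. The probe that passed, TC193679_712_35_S, has no gene name in the sources used here and was singled out after its values were seen. Its log2 fold change was 4.59 (standard error 0.28, adjusted p = 0.00636 from limma), higher in 2 of 2 inoculated arrays. The call was lost without any 1 of the arrays except Fol inoculated replicate 2, and with only the arrays of this experiment (smallest adjusted p = 0.402). The count was also 0 with normexp on the negative controls, with scaling by the control probes and with the replicate as a block (at least 1169 at an unadjusted p under 0.05 in limma). It was 14 with no background correction and 17 with median scaling. With the spots of a probe taken as independent values, 721 probes passed, of which 441 (61.2%) were higher. In simulations with no effect, independent spots called 701 to 752 probes in this design. In the deposited table under its own headings, with quantile normalization and independent spots, a setting chosen after seeing the data, 3840 passed and 2440 (63.5%) were higher, while 0 passed with spots averaged and no quantile step (3088 at an unadjusted p under 0.05 from limma). From the share of up-regulated genes, the paper concludes that gene activation during the infection was considerable.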

As for the vascular pathogens, 3,501 transcriptional changes were monitored in tomato upon inoculation with *ToMV,* of which about 2000 (52%) were overexpressed. 

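Of the 21 peroxidases of Table 3, 5 were brighter on both ToMV-inoculated arrays than on both non-inoculated arrays, 2 were dimmer and 14 overlapped. Of its 4 chitinases 2 were brighter and 2 overlapped. Only 5 of these peroxidases and 0 of the chitinases exceeded the negative controls in both arrays of either ToMV group. Table 3 was chosen on these samples, so the counts are not independent evidence, and no such count over all probes is given here. With ToMV, a lipid-transfer protein and a peroxidase had the smallest adjusted p among the pathogenesis-related genes of Table 3, and both were dimmer on the 2 inoculated arrays than on either non-inoculated array. The lipid-transfer protein Solyc08g067510.1.1 (TC213655) had a normalized log2 intensity of 7.94 ± 0.09 (SD, n = 2) with ToMV and 8.86 ± 0.18 (SD, n = 2) without it, a log2 fold change of -0.92 (standard error 0.36, adjusted p = 0.412 from limma), and it did not exceed the negative controls in both arrays of either ToMV group. The peroxidase Solyc05g046010.2.1 (TC202014) was at 8.76 ± 0.20 (SD, n = 2) with ToMV and 9.35 ± 0.15 (SD, n = 2) without it, a log2 fold change of -0.59 (standard error 0.22, adjusted p = 0.394 from limma). In limma 0 of the 25781 probes passed, the smallest adjusted p was 0.025, and 2833 probes (11.0%) had an unadjusted p under 0.05. With independent spots 2424 probes passed and 1197 of them (49.4%) were higher with ToMV, while in simulations with no effect that setting called 715 to 772 probes. The deposited table, with quantile normalization and independent spots, a setting chosen after seeing the data, gave 3649 probes under its own headings, 1812 of them (49.7%) higher. With spots averaged and no quantile step it gave 0 (2608 at an unadjusted p under 0.05 from limma).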

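The test of the difference between the responses to Fol and to ToMV was run for each probe. The peroxidase TC198426 had a log2 fold change that was 2.74 higher with Fol than with ToMV (standard error 0.39, adjusted p = 0.198 from limma), and that of the lipid-transfer protein TC213655 was 2.29 higher (standard error 0.50, adjusted p = 0.422). The major latex-like protein TC199935 had a difference of -1.44 in the same direction of comparison (standard error 0.55, adjusted p = 0.669). None of these genes exceeded the negative controls in both arrays of either ToMV group. In limma 0 probes had responses that differed, with 1758 at an unadjusted p under 0.05, and 0 probes passed in both interactions. Across the 25781 probes, which are not independent replicates, the log2 fold changes of both interactions had a Pearson correlation of 0.19 and a Spearman correlation of 0.18. The Pearson value ranged from 0.04 without Fol inoculated replicate 1 to 0.30 without Fol inoculated replicate 2. It was -0.034 against the pooled controls of both experiments, which differed from each other at 516 probes in limma. The deposited table gave a correlation of 0.75, and with quantile normalization and independent spots 2112 probes passed in both interactions, 11 of them in opposite directions. By the scanner labels, these 2 comparisons are replicates 1 and 2 of Fol arrays against ToMV arrays, so this overlap is not evidence of a shared response to inoculation.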

When the total number of differentially regulated genes between the two incompatible interactions were compared, roughly half (2,205 genes) overlapped, of which a small subset of 131 genes had the opposite expression direction during the two interactions. As shown in Fig. 1B, a marked host gene induction was evident, since more than half of the differentially expressed genes appeared to be induced in both interactions. Transcriptional changes during the two tomato-pathogen interactions were further investigated in order to find the best strategy for building a biological model for a plant-pathogen system.

**Figure 1:**
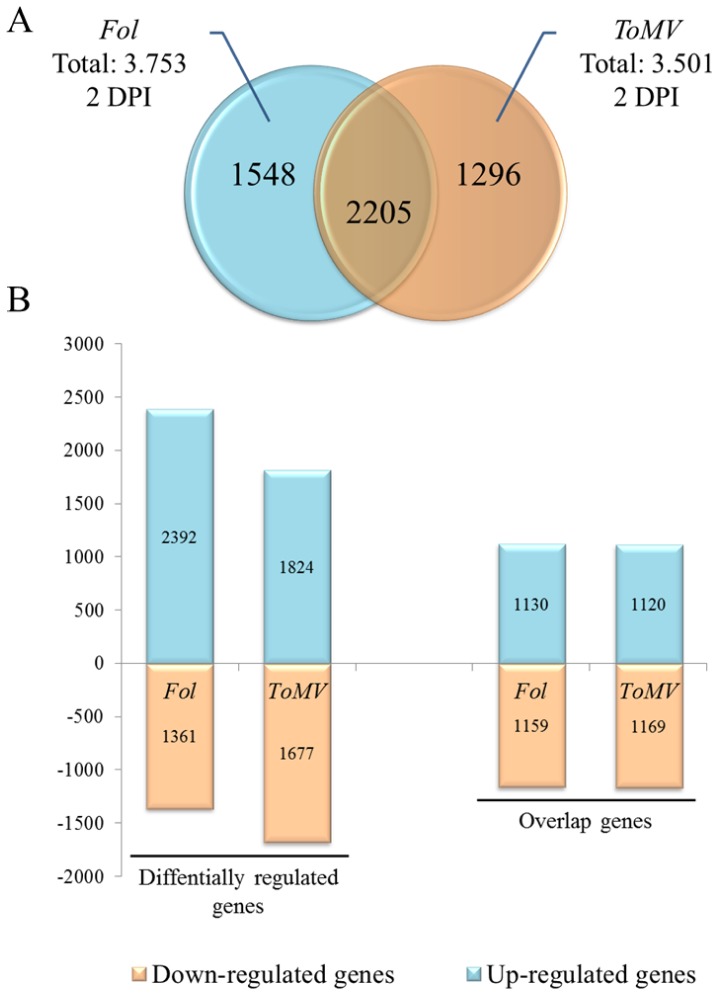
Comparison of tomato differentially regulated genes during interaction with *Fusarium oxysporum f. sp. lycopersici (Fol)* and Tomato Mosaic Virus *(ToMV)* at 2 DPI post-inoculation. **A**, Venn diagram of differentially expressed genes in *Fol* and *ToMV* tomato incompatible interactions. **B**, Histogram of up regulated and down regulate genes in tomato-*Fol* interaction and tomato-*ToMV* interaction.

### Gene Set Enrichment Analysis

We performed a GO-term annotation analysis of all transcripts identified by gene chip probe matching. Through this analysis, we were able to assign functional annotations to 15,378 chip transcripts. In order to facilitate the formulation of biological hypotheses, a categorization of gene expression data was performed. Indeed, the Gene Ontology research effort was extremely useful for structuring data description.

In the tomato-*ToMV* interaction 226 enriched GO terms were detected, 70% of which belonged to a biological process (P) category, while in the fungus interaction fewer enriched categories (185) were identified, 78% of which belonged to a biological process (P) category (Fig. 2A). Comparing the total number of GO categories between the two incompatible interactions, roughly 60% overlapped.

**Figure 2:**
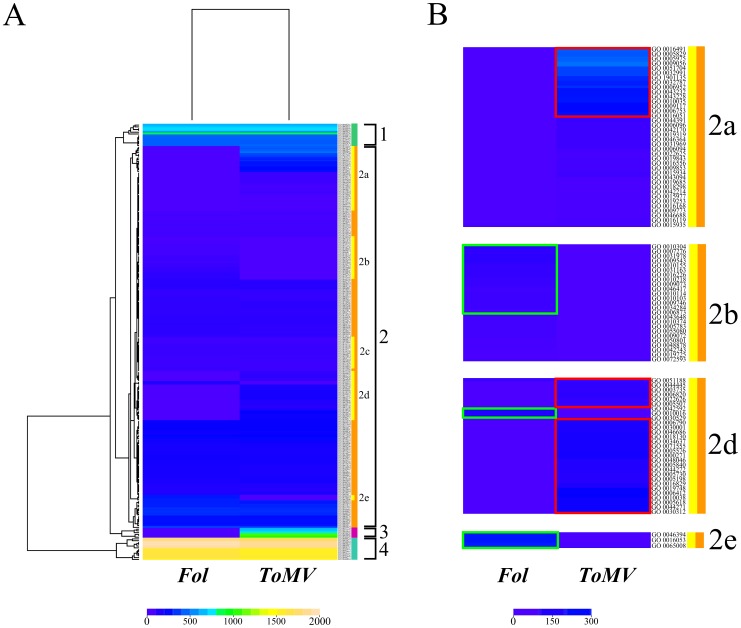
Heatmap of Gene Ontology enriched terms in the two interactions. Gene Ontology terms enriched are obtained comparing a differential group (differentially regulated genes in each interaction) whit a reference group (all gene of chip) using Fisher’s Exact Test, with Multiple Testing Correction of FDR, estimated at P value of <0.05. **A**, The rows of heatmap represent GO-terms and the columns represent samples. Each cell is colorized based on the number of genes associated with that category GO in that particular sample. **B**, Subclusters composed of specific GO-terms of the tomato-pathogen interactions. The green boxes highlight specific GO terms of tomato-*Fol* interaction, the red boxes specific GO terms of tomato-*ToMV* interaction.

A heatmap obtained through hierarchical analysis evidenced four specific GO term clusters. Clusters 1 and 4 included GO ontology terms that did not show significant differences in two experiments. Cluster 2 contained about 90% of the enriched GO terms. Subcluster 2b consisted of specific GO terms of tomato-*Fol* interaction, whilst subclusters 2a and 2d as well as cluster 3 included tomato-*ToMV* interaction specific ontology terms (Fig. 2B).

To reduce redundancy of functional categories between the enriched GO terms, we used the semantic similarity approach. The gene ontology interactive graph-based network produced (Fig. 3) encapsulated functional homology between genes of the two tomato-pathogen interactions. In the tomato-*Fol* interaction, the network comprised 53 nodes and 310 edges, while for the tomato-*ToMV* interaction the network was more complex (58 nodes and 383 edges).

**Figure 3:**
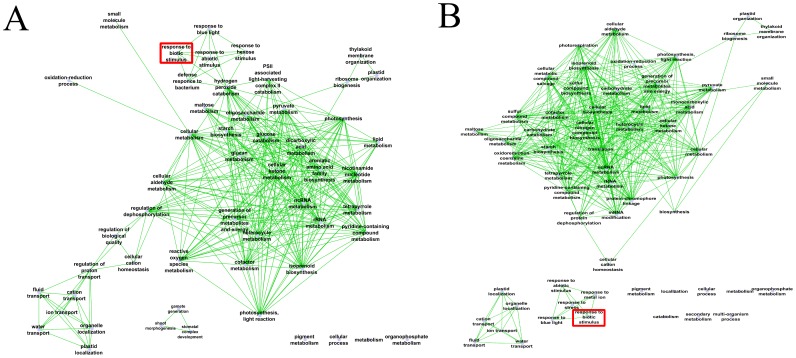
The interactive graph-based enriched gene-ontology (A) in fungus-tomato interaction and (B) in virus-tomato interaction.

The network of tomato-*Fol* interaction showed that the biotic stimulus node (GO:0009607) correlated with the five internal nodes with gene ontology terms related to external stimuli response (GO:0009637, GO:0009746, GO:0009628, GO:0042742, GO:0042744). The GO:0009607 category includes a large number of genes that play a role in signal transduction and regulation of gene expression in the defense response, representing about 10% of differentially expressed genes in tomato-*Fol* interaction. The external stimuli sub-network was also connected with hydrogen peroxide catabolism node (GO:0042744). It contained 28 genes, 70% of which were overexpressed. In particular, four haem peroxidases (Solyc01g006290.2.1; Solyc01g006300.2.1; Solyc06g050440.2.1; Solyc11g018800.1.1), which play a role in host defense by inhibiting the hyphal extension of invading pathogens, were included in this node.

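Probes for 2 of these haem peroxidases could be matched, through Table 3. Solyc06g050440.2.1 (TC211424) had a normalized log2 intensity of 9.13 ± 0.21 (SD, n = 2) with Fol and 8.47 ± 0.01 (SD, n = 2) without it, and both inoculated arrays were brighter than both others. Its log2 fold change was 0.66 (standard error 0.25, adjusted p = 0.812 from limma). Solyc01g006290.2.1 (TC197719) was at 11.58 ± 1.33 (SD, n = 2) with Fol and 11.50 ± 1.49 (SD, n = 2) without it, a log2 fold change of 0.09 (standard error 0.81, adjusted p = 1 from limma). In the deposited table with quantile normalization and independent spots, the difference was 1.05 SDs of the negative controls for TC211424 (adjusted p = 0.00753) and 4.99 for TC197719 (adjusted p = 0.000636), a setting chosen after seeing the data. With averaged spots and no quantile step neither passed (adjusted p = 0.447 and 0.45). The other members of this node were not analysed here.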

Fig. 3B shows the network obtained with significant GO-term changes in tomato-*ToMV* interaction. The biotic stimuli GO:0009607 node correlated with four GO-term nodes (GO:0009637, GO:0006950, GO:0010038, GO:0009628), associated to 264 genes. Interestingly, no external link was evidenced for this interaction. These data indicate that incompatible interactions induced both well documented stress-responsive genes as well as unknown genes that might play a role in multi-stress responses. Investigation of single GO categories could evidence GO terms related to each assessed specific response.

### Investigation of Perturbed Biological Processes

To obtain an overview of processes involved in fungus and virus incompatible reactions in-depth GO (gene ontology) term analysis was performed. Significant differences were observed in specific regulated biological processes between the two incompatible interactions. Notably, 30 specific enriched GO-term categories for tomato-*Fol* interaction, and 71 for tomato-*ToMV* interaction were identified (Table S1and S2 in File S1).

Tomato-*Fol* interaction revealed changes in cell structure, light perception, iron transport, aromatic amino acid synthesis and ROS response. In particular, we found six specific GO terms associated to homeostatic process (GO:0006873 cellular ion homeostasis; GO:0055080 cation homeostasis; GO:0050801 ion homeostasis; GO:0019725 cellular homeostasis; GO:0048878 chemical homeostasis and GO:0042592 homeostatic process) that included 104 genes. This strongly suggests that homeostasis plays an important role in tomato defense to *Fol*. Interestingly, the master gene of inflammation, NF-kB (Solyc02g094530.1.1) was also up-regulated in tomato-*Fol* interaction. This gene is a key player in anti-apoptotic signaling and is able to prevent apoptotic signaling by inhibiting map-kinases. Indeed, tomato map–kinases (Solyc12g019460.1.1; Solyc11g072630.1.1) were found to be heavily down-regulated during this interaction. 

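Auxin response factors, GH3 and SAUR proteins, an F-box protein, a transporter and an auxin responsive protein make up 14 auxin genes that the study listed on these samples, together with 2 receptors of abscisic acid, the hormone of water stress. With Fol, 13 of these 16 genes had a positive log2 fold change and the median was 0.30, but 0 passed over all probes in limma, 0 passed when adjusted over the list alone and 0 had an unadjusted p under 0.05. Because the list was chosen on the same samples, these counts are not independent evidence of its direction. The abscisic acid receptor Solyc03g007310.2.1 (TC197392) had a log2 fold change of 0.55 (standard error 0.26, adjusted p = 0.932) and the SAUR protein Solyc01g091030.2.1 (TC196630) one of 0.54 (standard error 0.28, adjusted p = 0.959). GH3 proteins, which conjugate auxin to amino acids, lay at 0.50 for Solyc07g063850.2.1 (TC216744, standard error 0.31) and at 0.00067 for Solyc12g005310.1.1 (TC203007, standard error 0.28). Of these named genes, only TC196630 exceeded the negative controls in both arrays of either Fol group. Tested against all other probes with camera, the list was shifted upwards with Fol (adjusted p = 0.0102), but not with an estimated correlation (adjusted p = 0.356 with an estimated correlation) nor over the 10 genes above the negative controls (adjusted p = 0.2). Without Fol not inoculated replicate 2, 9 of the 16 values were positive, the median was 0.06 and camera's direction turned downwards (adjusted p = 0.624), and without Fol inoculated replicate 1 the call was lost (adjusted p = 0.149). Without Fol not inoculated replicate 1, 16 of 16 values were positive, with a median of 0.53 (camera adjusted p = 0.000101). From the deposited table, 16 of 16 values were positive, of which 0 passed with averaged spots in limma (13 at an unadjusted p under 0.05) and 14 with quantile normalization and independent spots. By the scanner labels that table sets Fol arrays against ToMV arrays. Without inoculation, 15 of the 16 genes were higher in the Fol than in the ToMV experiment (median log2 difference 0.49, 0 passed in limma).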

Table 1 shows 14 auxin-binding genes and two abscisic acid receptors up-regulated in tomato-*Fol* interaction.

**Table 1:** List of abscisic acid receptors, auxin response factors (ARFs) and auxin response genes up-regulated in the tomato-*Fol* interaction.

Gene ID	Probe ID	Putative function	GO-ID terms
**Solyc01g091030.2.1**	TC196630	Auxin responsive SAUR protein	GO:0009733; GO:0009862; GO:0003674
**Solyc02g077560.2.1**	TC192465	Auxin response factor	GO:0009725; GO:0009734; GO:0009850; GO:0009733
**Solyc03g007310.2.1**	TC197392	Abscisic acid receptor	GO:0010427
**Solyc03g031970.2.1**	TC207784	Auxin response factor	GO:0009734
**Solyc03g120500.2.1**	TC199757	Auxin responsive protein	GO:0009734
**Solyc04g074980.2.1**	TC207543	Auxin F-box protein	GO:0009734
**Solyc05g047460.2.1**	TC205766	Auxin response factor	GO:0009734
**Solyc06g061180.1.1**	TC193498	Abscisic acid receptor	GO:0010427; GO:0009738
**Solyc07g016180.2.1**	TC207832	Auxin response factor	GO:0009734
**Solyc07g043610.2.1**	TC207520	Auxin response factor	GO:0003677; GO:0009734
**Solyc07g063850.2.1**	TC216744	GH3 auxin-responsive promoter	GO:0010252; GO:0009734
**Solyc09g014380.2.1**	TC216697	Auxin transporter-like protein	GO:0009734; GO:0010328; GO:0060919; GO:0009926; GO:0010011
**Solyc10g050710.1.1**	TC202297	GH3 auxin-responsive promoter	GO:0010279; GO:0009733
**Solyc10g083320.1.1**	TC194758	Auxin responsive SAUR protein	GO:0009733
**Solyc11g069190.1.1**	TC208143	Auxin response factor	GO:0009734
**Solyc12g005310.1.1**	TC203007	GH3 auxin-responsive promoter	GO:0010279; GO:0010279; GO:0009734

For each entry is reported: Gene and probe ID, description of putative function and GO- ID term correlated.

Photosynthetic and carbohydrate derivative processes, nitrogen biosynthesis, therpene and carotenoid metabolism, and cadmium/copper function were challenged in tomato-*ToMV* interaction. Three specific GO terms associated to photosynthetic processes (GO:0009853 photorespiration; GO:0019685 photosynthesis dark reaction and GO:0009773 photosynthetic electron transport in photosystem I) were identified and were investigated further. Table 2 shows the enriched categories associated to photosynthetic processes containing 191, genes over 86% of which were down-regulated. Interestingly, photosynthetic gene transcription repression was inversely correlated with the pathogenesis-related gene induction (Table 3). Moreover, a close linkage clearly emerged between the plant carbohydrate status and the resulting plant pathogen interaction. 

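Table 3 lists 33 pathogenesis-related genes, among them peroxidases, chitinases, lipid-transfer proteins and a defensin-like protein. With ToMV, 21 of them had a positive log2 fold change and the median was 0.11, while in limma 0 passed over all probes or when adjusted over the list alone and 2, both lower with ToMV, had an unadjusted p under 0.05. The list was chosen on these samples, so its counts are not independent evidence of its direction. The chitinase TC212476 was at 8.68 ± 0.51 (SD, n = 2) with ToMV and 8.05 ± 0.12 (SD, n = 2) without it, a log2 fold change of 0.63 (standard error 0.34, adjusted p = 0.55 from limma). The peroxidase Solyc06g076630.2.1 (TC201658) had a log2 fold change of 0.63 (standard error 0.61, adjusted p = 0.734) and the peroxidase Solyc02g064970.2.1 (TC201774) one of 0.03 (standard error 0.49, adjusted p = 0.987). In both arrays of either ToMV group, 6 of the 33 genes exceeded the negative controls, TC201658 among them but not TC212476 or TC201774. Camera gave an adjusted p of 0.726 for the list, and 0.899 with an estimated correlation. The number of positive values fell to 12 when arrays were scaled by the control probes, was 26 with cyclic loess (camera adjusted p = 0.0137) and was 3 against the pooled controls of both experiments (camera adjusted p = 9.66e-05, downwards). With scaling by the control probes the list median was -0.128, but that of all probes was lower, at -0.223. In the deposited table under its own headings 33 of 33 values were positive, of which 0 passed with averaged spots in limma (25 at an unadjusted p under 0.05) and 33 with quantile normalization and independent spots. By the scanner labels that table sets Fol arrays against ToMV arrays. Without inoculation, 33 of the 33 genes were higher in the Fol than in the ToMV experiment (median log2 difference 1.29, 4 passed in limma). The photosynthetic genes of the ToMV comparison were not analysed here, since the sources used pair none of them with a probe. The paper states that their repression was inversely related to the induction of the pathogenesis-related genes.

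**Figure D1:**
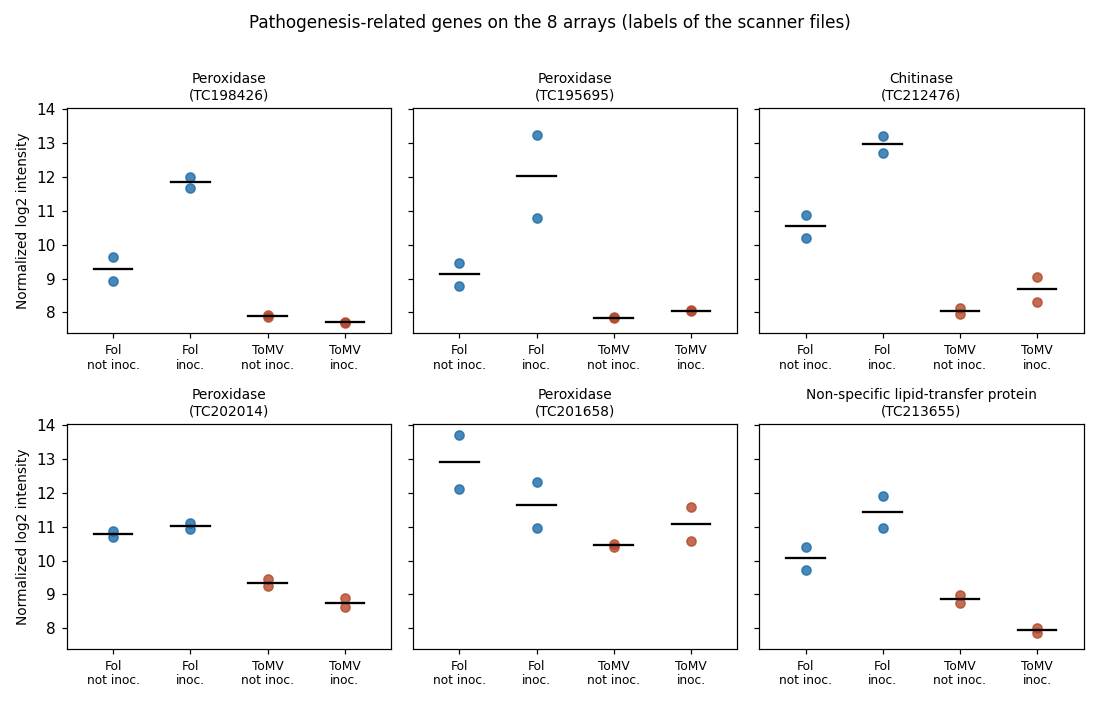
Normalized log2 intensity (vertical axis) of 6 pathogenesis-related genes in the 4 groups (horizontal axis), with samples as labelled by the scanner files. Each point is 1 array, 2 per group, and each bar is the group mean. TC198426 has means of 11.83 and 9.28 with and without Fol, and of 7.72 and 7.90 with and without ToMV.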

We found 17 carbon fixation enzymes differentially expressed during tomato-*ToMV* interaction. Furthermore, several genes involved directly in the Calvin cycle were down-expressed (Table 4), and β-fructofuranosidase (Solyc10g085640.1.1), a key invertase involved in sink source portioning, was overexpressed. 

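The gibberellin genes of Table 5 encode receptors, oxidases of gibberellin synthesis, a dioxygenase that inactivates the hormone and a regulated protein. With ToMV, 4 of the 6 had a positive log2 fold change, with a median of 0.08, and in limma 0 passed over all probes, when adjusted over the list alone or at an unadjusted p under 0.05. The median turned to -0.095 when arrays were scaled by the control probes and to -0.30 against the pooled controls of both experiments. With scaling by the control probes the median of all probes was lower still, at -0.223. The receptor Solyc06g008870.2.1 (TC202708) was at 7.52 ± 0.01 (SD, n = 2) with ToMV and 7.41 ± 0.01 (SD, n = 2) without it, a log2 fold change of 0.12 (standard error 0.19, adjusted p = 0.843 from limma). The 20-oxidase Solyc06g035530.2.1 (TC202928) had a log2 fold change of 0.08 (standard error 0.38, adjusted p = 0.953), and the receptor Solyc10g050880.1.1 (TC198803) one of -0.09 (standard error 0.32, adjusted p = 0.937). The 2-beta-dioxygenase Solyc10g005360.2.1 (TC204547) was at 10.68 ± 0.11 (SD, n = 2) and 10.86 ± 0.21 (SD, n = 2), a log2 fold change of -0.18 (standard error 0.25, adjusted p = 0.814 from limma). Of these named genes, only TC204547 exceeded the negative controls in both arrays of either group. The study selected these genes on the same samples, so the counts are not independent evidence. For these genes the deposited table had 6 of 6 positive values, of which 0 passed with averaged spots in limma (3 at an unadjusted p under 0.05) and 6 with quantile normalization and independent spots. By the scanner labels that table sets Fol arrays against ToMV arrays. Without inoculation, 6 of the 6 genes were higher in the Fol than in the ToMV experiment (median log2 difference 0.67, 1 passed in limma).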

We also found up-regulated six gibberellin-modulated genes and two genes involved in SA (Solyc01g014320.2.1) and JA (Solyc07g042170.2.1) synthesis (Table 5).

**Table 2:** List of the GO-terms involved in the photosynthetic process during the tomato-*ToMV* interaction.

GO ID	Term	Category	n. genes	% downeregulated genes
**GO:0009521**	photosystem	cellular component	25	100
**GO:0009522**	photosystem I	cellular component	16	100
**GO:0009523**	photosystem II	cellular component	18	100
**GO:0009765**	photosynthesis, light harvesting	biological process	17	100
**GO:0009767**	photosynthetic electron transport chain	biological process	24	100
**GO:0009773**	photosynthetic electron transport in photosystem I	biological process	15	86,7
**GO:0010207**	photosystem II assembly	biological process	50	94
**GO:0015979**	photosynthesis	biological process	125	91,2
**GO:0019684**	photosynthesis, light reaction	biological process	93	94,6
**GO:0019685**	photosynthesis, dark reaction	biological process	12	91,7
**GO:0034357**	photosynthetic membrane	cellular component	127	89,8

For each GO- ID term, the category, the number of genes identified and the percentage of down regulation revealed is reported.

**Table 3:** List of up-regulated pathogenesis-related proteins involved in tomato-*ToMV* interaction.

Protein ID	Probe ID	PRs family	Enzyme	aFold change
**Solyc01g006290.2.1**	TC197719	PR-9	Peroxidase	5.5
**Solyc01g067860.2.1**	TC195695	PR-9	Peroxidase	2.3
**Solyc01g108320.2.1**	TC209477	PR-9	Peroxidase	2.3
**Solyc02g064970.2.1**	TC201774	PR-9	Peroxidase	8.9
**Solyc02g077300.1.1**	TC205411	PR-9	Peroxidase	1.6
**Solyc02g079510.2.1**	TC196561	PR-9	Peroxidase	5.7
**Solyc02g080530.2.1**	TC209879	PR-9	Peroxidase	6.9
**Solyc02g082960.2.1**	TC200207	PR-3	Endochitinase	1.7
**Solyc02g084780.2.1**	TC201521	PR-9	Peroxidase	6.3
**Solyc02g094180.2.1**	TC211238	PR-9	Peroxidase	2.6
**Solyc03g005200.2.1**	TC203320	PR-14	Non-specific lipid-transfer protein	2.8
**Solyc03g033710.2.1**	TC203104	PR-9	Peroxidase	7.1
**Solyc03g044100.2.1**	TC199639	PR-9	Peroxidase	5.8
**Solyc04g007750.2.1**	TC199935	PR-10	Major latex-like protein	3.2
**Solyc04g071890.2.1**	TC193192	PR-9	Peroxidase	4.3
**Solyc04g072000.2.1**	TC212476	PR-3	Chitinase	1.2
**Solyc04g080760.2.1**	TC206568	PR-9	Peroxidase	2.1
**Solyc05g046010.2.1**	TC202014	PR-9	Peroxidase	2.4
**Solyc05g050130.2.1**	TC194980	PR-11	Acidic chitinase	2.8
**Solyc06g050440.2.1**	TC211424	PR-9	Peroxidase	6.9
**Solyc06g072220.1.1**	TC210670	PR-6	Kunitz trypsin inhibitor	8.5
**Solyc06g076630.2.1**	TC201658	PR-9	Peroxidase	7.9
**Solyc07g005380.2.1**	TC194633	PR-10	Norcoclaurine synthase	2.6
**Solyc07g009260.2.1**	TC210032	PR-12	Defensin-like protein	2.3
**Solyc07g017880.2.1**	TC209710	PR-9	Peroxidase	3.8
**Solyc07g052510.2.1**	TC208195	PR-9	Peroxidase	8.7
**Solyc08g067510.1.1**	TC213655	PR-14	Non-specific lipid-transfer protein	1.5
**Solyc09g007520.2.1**	TC200697	PR-9	Peroxidase	3.9
**Solyc09g065430.2.1**	TC214938	PR-14	Non-specific lipid-transfer protein	2.1
**Solyc09g082280.2.1**	TC209373	PR-14	Non-specific lipid-transfer protein	8.9
**Solyc10g076220.1.1**	TC209457	PR-9	Peroxidase	6.4
**Solyc11g072760.1.1**	TC215379	PR-11	Chitinase a	3.7
**Solyc12g017660.1.1**	TC198426	PR-9	Peroxidase	2.9

a Fold change is calculated using the signal log_2_ ratio.

For each entry it is reported: gene and probe ID, the PRs-family to which belongs and the description of its function.

**Table 4:** List of genes involved in carbon fixation differentially expressed during the tomato-*ToMV* interaction.

Gene ID	Function Description	Ezyme ID	Enzyme class	Up/Down-expressed
**Solyc08g013860.2.1**	Malic enzyme	ec:1.1.1.39	dehydrogenase	Up
**Solyc12g044600.2.1**	Malic enzyme	ec:1.1.1.40	dehydrogenase	Down
**Solyc03g071590.2.1**	Malate dehydrogenase	ec:1.1.1.82	dehydrogenase	Up
**Solyc04g009030.2.1**	Glyceraldehyde-3-phosphate dehydrogenase	ec:1.2.1.13	dehydrogenase	Down
**Solyc12g094640.1.1**	Glyceraldehyde-3-phosphate dehydrogenase	ec:1.2.1.13	dehydrogenase	Down
**Solyc10g018300.1.1**	Transketolase	ec:2.2.1.1	glycolaldehydetransferase	Down
**Solyc05g050970.2.1**	Transketolase	ec:2.2.1.1	glycolaldehydetransferase	Up
**Solyc08g079750.2.1**	1-aminocyclopropane-1-carboxylate synthase Aminotransferase	ec:2.6.1.1	transaminase	Down
**Solyc07g032740.2.1**	Aspartate aminotransferase	ec:2.6.1.1	transaminase	Up
**Solyc07g055210.2.1**	Aspartate aminotransferase	ec:2.6.1.1	transaminase	Up
**Solyc11g044840.1.1**	LL-diaminopimelate aminotransferase	ec:2.6.1.1	transaminase	Up
**Solyc05g013380.2.1**	Alanine aminotransferase	ec:2.6.1.2	transaminase	Down
**Solyc06g063090.2.1**	Alanine aminotransferase	ec:2.6.1.2	transaminase	Up
**Solyc08g076220.2.1**	Phosphoribulokinase	ec:2.7.1.19	phosphopentokinase	Down
**Solyc04g008740.2.1**	Pyruvate kinase	ec:2.7.1.40	kinase	Up
**Solyc07g066600.2.1**	Phosphoglycerate kinase	ec:2.7.2.3	kinase	Down
**Solyc07g066610.2.1**	Phosphoglycerate kinase	ec:2.7.2.3	kinase	Down
**Solyc09g011810.2.1**	Fructose-1 6-bisphosphatase	ec:3.1.3.11	hexose diphosphatase	Down
**Solyc10g086730.1.1**	Fructose-1 6-bisphosphatase	ec:3.1.3.11	hexose diphosphatase	Down
**Solyc12g014250.1.1**	Phosphoenolpyruvate carboxylase	ec:4.1.1.31	carboxylase	Down
**Solyc10g007290.2.1**	Phosphoenolpyruvate carboxylase	ec:4.1.1.31	carboxylase	Up
**Solyc01g007330.2.1**	Ribulose bisphosphate carboxylase	ec:4.1.1.39	carboxylase	Down
**Solyc03g034220.2.1**	Ribulose bisphosphate carboxylase	ec:4.1.1.39	carboxylase	Down
**Solyc06g061280.2.1**	Cinnamoyl-CoA reductase-like protein	ec:4.1.1.49	carboxykinase	Up
**Solyc01g110360.2.1**	Fructose-bisphosphate aldolase	ec:4.1.2.13	aldolase	Down
**Solyc07g065900.2.1**	Fructose-bisphosphate aldolase	ec:4.1.2.13	aldolase	Down
**Solyc09g009260.2.1**	Fructose-bisphosphate aldolase	ec:4.1.2.13	aldolase	Up
**Solyc10g083570.1.1**	Fructose-bisphosphate aldolase	ec:4.1.2.13	aldolase	Up
**Solyc03g115820.2.1**	Ribulose-5-phosphate-3-epimerase	ec:5.1.3.1	epimerase	Down
**Solyc06g005490.2.1**	Triosephosphate	ec:5.3.1.1	isomerase	Down

For each gene is reported: the functional description, the enzyme ID, the enzyme class and direction of expression regulation.

**Table 5:** List of the gibberellin modulated genes, up-regulated in tomato-*ToMV* interaction.

Gene ID	Probe ID	Putative function	GO-ID term
**Solyc02g083880.2.1**	TC203352	Gibberellin-regulated protein	GO:0005515
**Solyc06g008870.2.1**	TC202708	Gibberellin receptor	GO:0005515; GO:0008152
**Solyc06g035530.2.1**	TC202928	Gibberellin 20-oxidase-2	GO:0016491; GO:0045544; GO:0055114
**Solyc10g005360.2.1**	TC204547	Gibberellin 2-beta-dioxygenase	GO:0016491,GO:0045543
**Solyc10g050880.1.1**	TC198803	Gibberellin receptor	GO:0004091,GO:0008152
**Solyc11g072310.1.1**	TC211262	Gibberellin 20-oxidase-3	GO:0016491,GO:0045544,GO:0055114

For each gene is reported: genes and probe ID, the description of putative function and the GO-ID terms correlated.

### Relationship between Genomics and Transcriptional Changes

In order to investigate the chromosomal arrangement of differential expressed sequences identified by tomato chip, a genomic expression map was constructed (Fig. 4). Our results indicated that differentially expressed genes (about 33% of all genes analyzed) during the two interactions were arranged along the chromosomes with different levels of expression. The fungus and virus distribution showed slight differences. Indeed, the number of expressed genes identified for single chromosomes was always greater in tomato-*ToMV* interaction than in tomato-*Fol* interaction, with the exception of chromosome 8. Chromosomal areas (on chromosomes 1, 2, 8, 11 and 12) showed a higher density of up-regulated genes in the fungus-interaction. By contrast, on chromosome 8 we found a region with a higher density of down-regulated genes in the virus-interaction. In both interactions, the genomic regions rich in differentially expressed genes were located in the vicinity of telomeres, *inter alia* the richest regions of genes were the long arm of chromosomes 10 and 12.

**Figure 4:**
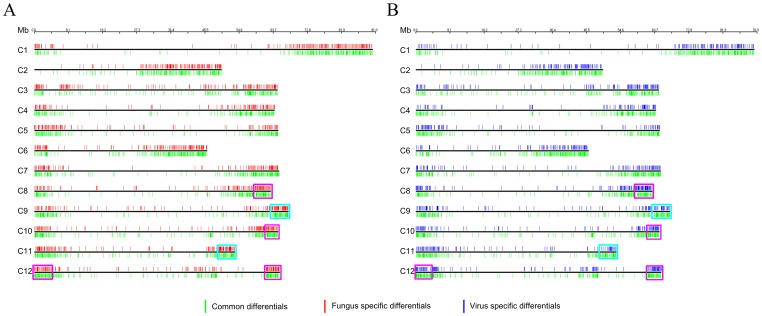
Physical genome locations of tomato (*Solanum lycopersicum*) differentially regulated genes. **A**, Physical map of the tomato-*Fol* interaction. **B**, Physical map of the tomato-*ToMV* interaction. Tomato chromosomes are represented as black horizontal bars, the approximate location of each gene is designated with vertical lines on chromosomes. The color used for each gene indicates specificity (red: differentially regulated genes in tomato-fungus interaction, blue: differentially regulated genes in tomato-virus interaction, green: overlapping differentially regulated genes. The cyan boxes on chromosomes 9 and 11 indicates the chromosomal regions in the vicinity of the *Tm2(2)* and *I2* genes. The violet boxes on chromosomes 8, 10 and 12 indicates the richest regions of genes.

The genome-wide distribution of differentially expressed genes, based both on chromosome size and gene density was not uniformly distributed along the genome (chromosome size: fungus-interaction χ2 = 107; virus-interaction χ2 = 117. Gene density: χ2 value included between 27 and 170). Fig. 5 and 6 showed the genomic distribution of under-expressed and over-expressed genes during the two interactions. If we use the genome location of the coding genes spotted on the microarray as a reference we could highlight a significant difference in the distribution of over-expressed genes as well as under-expressed ones (Kolmogorov-Smirnov and Cramer von Mises tests in Table S3 and S4 in File S1). Indeed, differentially expressed genes (p-value <0.10) were evidenced on all chromosomes, except for chromosomes 2, 4 and 7. Stronger evidence of peculiar chromosomal displacement of over-expressed genes may be found on chromosomes 3, 5, 6 and 1 (p-value <0.05). Significantly differential displacement of under-expressed genes (p-value <0.05) was detected mainly in chromosomes 5 and 9. This suggested the presence of a dynamic genomic landscapes involved in pathogen response.

**Figure 5:**
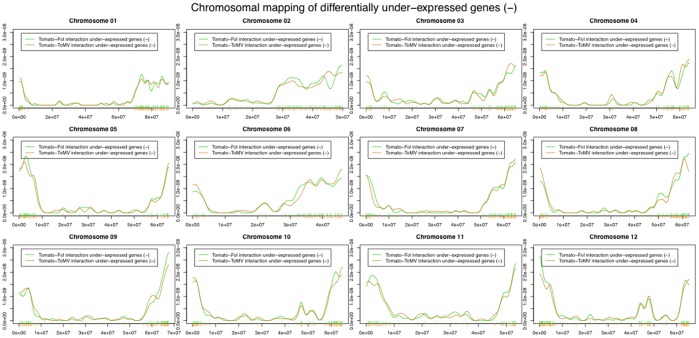
Distribution of chromosome location of under-expressed genes. The x-axis in each panel represents the range of the corresponding chromosome. The location of each differentially regulated genes in each chromosome is represented as a vertical lines at the midpoint of the location of the corresponding base pairs. The distribution of the location of all the coding genes spotted on the microarray is used as a reference and is drawn in red. The orange line represents the distribution of under-expressed genes in tomato-*ToMV* interaction. The green line represents the distribution of under-expressed genes in tomato-*Fol* interaction.

**Figure 6:**
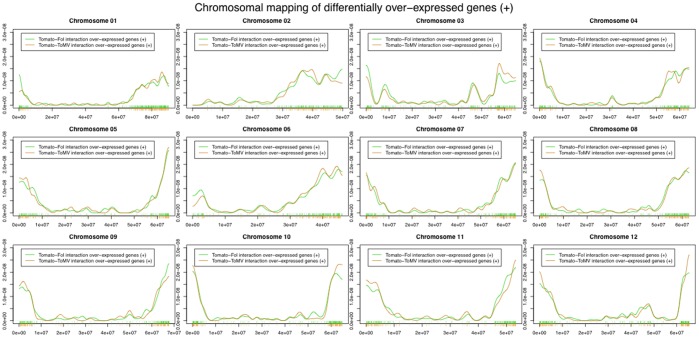
Distribution of chromosome location of over-expressed genes. The x-axis in each panel represents the range of the corresponding chromosome. The location of each differentially regulated genes in each chromosome is represented as a vertical lines at the midpoint of the location of the corresponding base pairs. The distribution of the location of all the coding genes spotted on the microarray is used as a reference and is drawn in red. The orange line represents the distribution of under-expressed genes in tomato-*ToMV* interaction. The green line represents the distribution of under-expressed genes in tomato-*Fol* interaction.

For each interaction studied, distribution of expressed specific genes is shown in Fig. 7. Most were located in the same regions, but clear differences could be highlighted. The 151 common differentially expressed genes with opposite direction were mainly arranged on chromosomes 7, 9 11 and 12. On chromosomes 9 and 11, in the vicinity of genes *Tm2(2)* conferring resistance to Tomato mosaic virus and I and I2 conferring resistance to *Fusarium oxysporum,* we highlighted differences in gene expression between the two experiments. Eleven genes were specifically expressed in *ToMV* interaction in this area of chromosome 9 (including: pentatricopeptide repeat, ATP dependent RNA helicase, cytochrome P450 and pectinesterase) and 19 of the *I2* region of chromosome 11 in *Fol* interaction (including: BEL1-like homeodomain protein 8, Calmodulin-like protein and MYB transcription factor and two proteins of unknown function).whereas around of I locus in the 1 Mb region delimitated from TG523 and CT168 [16], 8 specific genes were identified (including a Pumilio-like IPR011989 protein and Serine-threonine protein kinase). Fig. 8 shows differential expressed pathogen recognition genes (**NB-ARC-LRR**, **RLP**, **RLK**) both in tomato-*Fol* and tomato-*ToMV* interactions. Pronounced activation of all pathogen recognition gene classes assessed was evidenced in tomato-*Fol* interaction since 70% of all the differentially expressed genes were up-regulated. Instead, in the tomato-*ToMV* interaction the number of up-regulated and down-regulated pathogen recognition genes was the same: 45% of all the differentially regulated pathogen recognition genes overlapped. Of these genes, 10 had the opposite expression in the two experiments (Table S5 and S6 in File S2).

**Figure 7:**
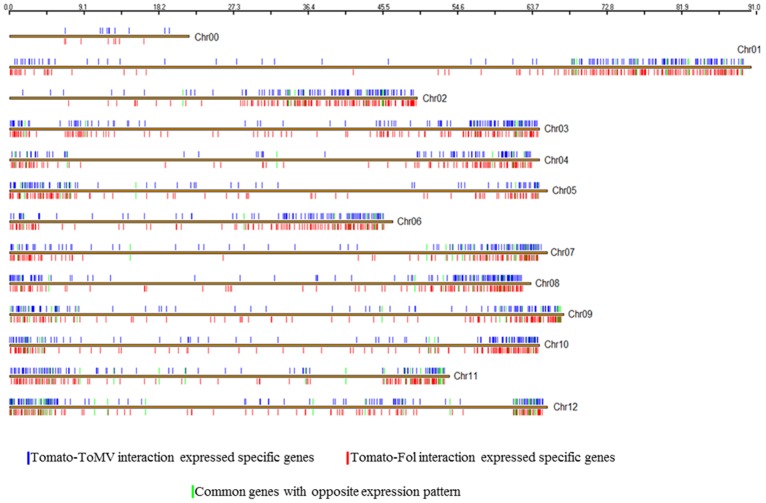
Physical map of specific differentially regulated genes in tomato-*ToMV* and tomato-*Fol* interactions. Tomato chromosomes are represented as brown horizontal bars, the approximate location of each gene is designated with vertical lines on each chromosome. The color used for each gene indicates specificity (red: differentially regulated genes in tomato-fungus interaction blue: differentially regulated genes in tomato-virus interaction, green: overlapping expressed genes in opposite direction.

**Figure 8:**
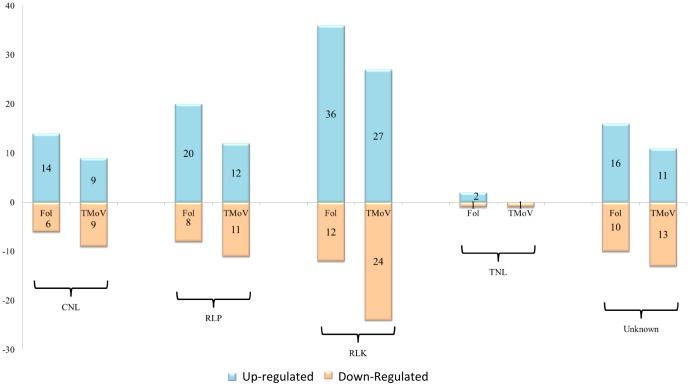
Comparison of differentially regulated tomato pathogen recognition genes during interaction with *Fusarium oxysporum (Fol)* and *Tomato Mosaic Virus (ToMV)*. Histograms display the differentially regulated pathogen recognition genes for each structural class (**NL:** NB-ARC-LRR proteins **RLP** Like Proteins; **RLK** Receptor-Like Kinases; **Unknown**: genes that encode novel domain associations or single domains) during the two incompatible interactions.

## Discussion

Plant-expressed molecules during pathogen challenging can give insights into the underlying defense mechanisms. Plants have evolved a defense system against microbial pathogens that involves the regulation of gene expression, cascade signaling activation, hormone balancing and synthesis of defensive metabolites [17]. Several microarray experiments have been successfully carried out in the sphere of molecular plant–microbe interaction, shedding light on the mechanisms controlling plant disease resistance and the crosstalk among the signaling pathways involved [4]. More than 3500 genes, out of 15,734 assessed, were activated in tomato *Fol* and *ToMV* interactions, more than 60% of which overlapped. Pathogens from different kingdoms deploy independently evolved virulence proteins that interact with a limited set of highly connected plant cellular hubs [18]. Network analysis suggests that plant response to *Fol* and *ToMV* infection involved activation or repression of genes implicated in pathways shared by most responses to environmental stimuli. However, GO enrichment analysis evidenced specific enriched categories in both interactions. Response to *ToMV* seemed more multifaceted, since more than 70 specific categories were enriched versus the 30 detected in *Fol* interaction. Biotrophic plant pathogens are generally accepted to have a more intricate biological interaction with their host plant than saprophytic plant pathogenic fungi [19]. Once an attack is perceived, plant metabolism must balance potentially competing demands for resources to support defense versus requirements for cellular maintenance, growth and reproduction [20]; [21]; [22]; [23].

In tomato-*Fol* interaction our investigation evidenced a number of overexpressed genes associated to maintenance of cellular structures and cellular homeostasis. These are very important metabolic activities required by plants to survive fungus-inflicted stresses. *Fusarium oxysporum* is a necrotrophic fungus [24] that kills host cells prior to the infection through the predicted deployment of toxins and enzymes, which induces cell death. Hence the expression of anti-apoptosis genes could confer resistance to *Fol* [25]. The NF-kB signaling enhancement found in this work can inhibit apoptosis and combat the effects of oxidative stress by switching down the anti-apoptotic signals mediated by the map-kinase cascade. These events lead us to hypothesize that the resistant plant challenged by *Fol* induces a homeostatic response to prevent the fungus from killing the cells to obtain its nourishment. Fourteen auxin-binding genes were also activated in this interaction. Auxin signaling is an important phytoregulator for resistance to saprophytic/necrotrophic fungi [26]. The degradation of AUX/IAA proteins allows activation of auxin response factors (ARFs) and the expression of auxin-responsive genes [27]. These protein families can have an enormous number of interactions, capable of fine-tuning specific responses within the auxin signaling pathway [28]. Moreover, the buildup of IAA near the sites of pathogen ingress constitutes one of the main host factors that determine plant resistance to Fusarium wilt [29]. Essential regulators of Jasmonate-ZIM domain proteins (JAZs) in tomato-*Fol* interaction were activated, suggesting attenuated JA signaling to reduce the senescence process. Indeed, also a pair of abscisic acid receptors were up-regulated in *Fol* interaction. Interactions between multiple components of ABA and the JA-ethylene signaling pathways modulate defense and stress-responsive gene expression in response to *Fol*, confirming that these hormones mediate resistance in necrothophic interaction [30]; [31]. The SA pathway proved to be switched down. Indeed, silencing a tomato gene encoding SA methyltransferase was found to enhance resistance to *F. oxysporum* f. sp. *lycopersici* biotic and abiotic stresses [32].

In tomato-*ToMV* interaction, we detected a reduced photosynthetic activity and elevated carbohydrate catabolism. Pathogen attack may have caused metabolic alterations that induced a hormone response for reprogramming the cellular metabolism. The photosynthesis and assimilatory metabolism were switched off to initiate respiration and other processes required for defense. This occurrence reflected the reallocation of plant metabolites from normal growth processes to defensive functions after the elicitation of induced plant responses by virus infection [33]. A close linkage between the plant carbohydrate-status with the resulting plant pathogen interaction was also evident. During interaction with the virus, the host produced salicylic acid and increased the production of an invertase enzyme that is able to redirect the flux of carbohydrate acquisition. The infection of *ToMV* could have led to the alteration of the concentration gradient of sucrose in phloem. The plant overexpressed β-fructofuranosidase (Solyc10g085640.1.1) to ensure the sucrose transport of source cells to the sink cells. Overexpression of invertase in tomato-virus interaction could be elicited by the expression of pathogenesis-related proteins and by salicylic acid in order to increase resistance to virus infection [34]. In order to ensure the success of defense, this mechanism appears to be crucial. The phenomenon of “high sugar resistance” was described long ago [35] and the finding that various pathogenesis-related genes were sugar-inducible [36] supports this hypothesis. We also found six gibberellin, one SAM dependent carboxyl methyltransferase (Solyc01g014320.2.1) and one jasmonate-zim domain (Solyc07g042170.2.1) genes up-regulated, suggesting that GAs activated tomato immune responses to *ToMV* by modulating the levels of salicylic acid and/or jasmonic acid [37].

Plants rely on the innate immunity and on systemic signals emanating from metabolic alterations [38]. The ETI system seems to prompt response in the right direction thanks to metabolic clues and hormone signaling. Salicylic acid (SA) primarily triggers resistance against biotrophic pathogens, whereas a combination of jasmonic acid (JA) and ethylene (ET) signaling activates resistance to necrotrophic pathogens [39]; [40]. The metabolic changes associated with defense response in two incompatible tomato-pathogen interactions suggested that the response to the specific metabolic alteration (photosynthesis/carbohydrate metabolism and homeostasis activity) in tomato was pathogen-specific and contributed substantially to monogenetic gene resistance. Our results confirm that resistance to pathogens depends on a sophisticated interplay among different biological pathways and that hormonal directionality is critical to the outcome of a response (carbohydrate biosynthesis and homeostatic activity). Several hormones involved in pathogen perception, activation of defense products restricting pathogen invasion, have been identified [2]. How they trigger ETI defense is currently unclear. In the absence of a pathogen, NB-ARC genes are in an autoinhibition state, which is relieved upon pathogen perception [41]. Although different forms of plant immunity share the same signaling mechanisms, they use the same mechanisms in very different ways [42]. The mechanisms that lead to rapid metabolism switch and connection among all the defense pathways is still not clear. Signaling able to fine-tune the defense mechanism could be activated by genes in proximity of the main pathogen receptors.

Genome organization of functional gene networks to tolerate alterations can result in plasticity. In two specific interactions the chromosome distribution of expressed genes showed wide overlapping regions, except for the region holding genes *I2* and *Tm2(2)*. Indeed, genome regions can be enriched in genes with the specific function for fine-tuning gene expression in a compensatory way. In *Fol* interaction on chromosome 11 region harboring *I2 gene* a calmodulin gene, a myb factor and a BEL-l like homeodomain protein 8 were specifically expressed. Calmodulin (CaM) plays an important role in sensing and transducing changes in cellular Ca2^+^ concentration in response to several biotic and abiotic stresses, In ToMV interaction Pentatricopeptide-repeat, ATP-dependent and RNA helicase could be involved in the process of silencing and virus replication.

A high level of NB-ARC genes activation and of other gene classes potentially involved in pathogen recognition was also found, suggesting a host-coordinated reaction of defense machinery to monitor integrity of cellular proteins. The NB-ARC system minimizes the cost of defense for the plant, as multiple NB-ARC-LRR proteins can be maintained at a low level in the absence of a pathogen and rapidly induced under pathogen attack through miRNA regulation [43]. Pathogen-encoded suppressors of RNA-silencing mechanisms might result in the induction of multiple NB-ARC-LRR defense proteins [44]. Investigation of differentially regulated pathogen recognition genes could lead to the identification of specific modulation patterns.

Albeit still fragmented, our depiction provides a global view of the *I-I2* and *Tm2(2)* mediated resistance process, in which the gene expression network may be considered the starting point to construct a genomic model for R-mediated response in the two pathosystems investigated.

## Supporting Information

File S1 Contains the following files: **Table S1.** Specific enriched GO-term categories in tomato-*Fol* interaction; **Table S2.** Specific enriched GO-term categories in tomato-ToMV interaction; **Table S3.** Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of **over-**expressed genes and coding genes spotted on the microarray chip; **Table S4.** Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of **under-**expressed genes and coding genes spotted on the microarray chip.
(DOCX)

File S2 Contains the following files: **Table S5.** Differential expressed pathogen recognition gene (NB-ARC-LRR, RLP, RLK) in tomato-Fol interaction; **Table S6.** Differential expressed pathogen recognition gene (NB-ARC-LRR, RLP, RLK) in tomato-ToMV interaction.
(XLSX)

## References

[1] SpoelSH, DongX (2012) How do plants achieve immunity? Defense without specialized immune cells. Nature Reviews Immunology. 12: 89–100.10.1038/nri314122273771

[2] LópezMA, BannenbergG, CastresanaC (2008) Controlling hormone signaling is a plant and pathogen challenge for growth and survival. Current Opinion in Plant Biology 11 (4): 420–427.10.1016/j.pbi.2008.05.00218585953

[3] ErcolanoMR, SanseverinoW, CarliP, FerrielloF, FruscianteL (2012) Genetic and genomic approaches for R-gene mediated disease resistance in tomato: retrospects and prospects. Plant Cell Reports 31 (6): 973–85.10.1007/s00299-012-1234-zPMC335160122350316

[4] LodhaTD, BasakJ (2012) Plant-pathogen interactions: what microarray tells about it?. Molecular Biotechnology 50 (1) 87–97: 2.10.1007/s12033-011-9418-221618071

[5] Inami K, Yoshioka-Akiyama C, Morita Y, Yamasaki M, Teraoka1 T, et al (2012) Emergence of Races in *Fusarium oxysporum* f. sp. *lycopersici*: Inactivation of Avirulence Gene *AVR1* by Transposon Insertion PLoS ONE 7: e44101 doi:10.1371/journal.pone.0044101 2295288710.1371/journal.pone.0044101PMC3428301

[6] OriN, EshedY, ParanI, PrestingG, AvivD, et al (1997) The I2C family from the wilt disease resistance locus I2 belongs to the nucleotide binding, leucine-rich repeat superfamily of plant resistance genes. Plant Cell. 9 (4): 521–32.10.1105/tpc.9.4.521PMC1569369144960

[7] SimonsG, GroenendijkJ, WijbrandiJ, ReijansM, GroenenJ, et al (2012) A microRNA superfamily regulates nucleotide binding site-leucine-rich repeats and other mRNAs. Plant Cell 24(3): 859–874.2240807710.1105/tpc.111.095380PMC3336131

[8] BeckmanCH (2000) Phenolic-storing cells: keys to programmed cell death and periderm formation in wilt disease resistance and in general defense responses in plants? Physiological and Molecular Plant Pathology 57: 101–110.

[9] TakkenF, RepM (2010) The arms race between tomato and Fusarium oxysporum. Molecular Plant Pathology 11 (2): 309–14.10.1111/j.1364-3703.2009.00605.xPMC664036120447279

[10] HeM, HeCQ, DingNZ (2012) Natural recombination between tobacco and tomato mosaic viruses. Virus Research 163 (1): 374–379.10.1016/j.virusres.2011.09.00621925550

[11] KobayashiM, Yamamoto-KatouA, KatouS, HiraiK, MeshiT, et al (2011) Identification of an amino acid residue required for differential recognition of a viral movement protein by the Tomato mosaic virus resistance gene Tm-2(2). Journal of Plant Physiology 168 (10): 1142–5.10.1016/j.jplph.2011.01.00221310506

[12] CPVO-TP/44/3 technical protocol. Community plant variety office. Protocol for distinctness, uniformity and stability tests. Lycopersicon esculentum L. Karsten ex. Farw. TOMATO. website www.cpvo.europa.eu. Accessed 2007 March 21.

[13] R Core Team (2013) R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL http://www.R-project.org/.

[14] Smyth GK (2005) Limma: linear models for microarray data. In: ‘Bioinformatics and Computational Biology Solutions using R and Bioconductor’. R. Gentleman, V. Carey, S. Dudoit, R. Irizarry, W. Huber (eds.), Springer, New York, 397–420.

[15] Smyth GK (2004) Linear models and empirical Bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.3.10.2202/1544-6115.102716646809

[16] Sela-BuurlageMB, Budai-HadrianO, PanQ, Carmel- GorenL, VunschR, et al (2001) Mol Genet Genomics. 265: 1104–1111.10.1007/s00438010050911523783

[17] MithöferA, BolandW (2012) Plant defense against herbivores: chemical aspects. Annual Review of Plant Biology 63: 431–50.10.1146/annurev-arplant-042110-10385422404468

[18] MukhtarMS, CarvunisAR, DrezeM, EppleP, SteinbrennerJ, et al (2011) Independently evolved virulence effectors converge onto hubs in a plant immune system network. Science. 33 (6042): 596–601.10.1126/science.1203659PMC317075321798943

[19] Hammond-KosackKE, RuddJJ (2008) Plant resistance signalling hijacked by a necrotrophic fungal pathogen. Plant Signaling & Behavior 3 (11): 993–995.10.4161/psb.6292PMC263375419704431

[20] HermsDA, MattsonWJ (1992) The dilemma of plants: to grow or defend. Quarterly Review of Biology. 67: 283–335.

[21] ZangerlAR, BerenbaumMR (1997) Cost of chemically defending seeds: furanocoumarins and Pastinaca sativa. The American Naturalist 150 (4): 491–504.10.1086/28607718811288

[22] ZangerlAR, BerenbaumMR (2003) Phenotype matching in wild parsnip and parsnip webworms: causes and consequences. Evolution. 57(4): 806–15.10.1111/j.0014-3820.2003.tb00292.x12778550

[23] BergerS, SinhaAK, RoitschT (2007) Plant physiology meets phytopathology: plant primary metabolism and plant-pathogen interactions. Journal of Experimental Botany 58 (15–16): 4019–26.10.1093/jxb/erm29818182420

[24] TrusovY, RookesJE, ChakravortyD, ArmourD, SchenkPM, et al (2006) Heterotrimeric G proteins facilitate Arabidopsis resistance to necrotrophic pathogens and are involved in jasmonate signaling. Plant Physiology 140 (1): 210–220.10.1104/pp.105.069625PMC132604516339801

[25] PaulJY, BeckerDK, DickmanMB, HardingRM, KhannaHK, et al (2011) Apoptosis-related genes confer resistance to Fusarium wilt in transgenic ‘Lady Finger’ bananas. Journal of Plant Biotechnology 9 (9): 1141–1148.10.1111/j.1467-7652.2011.00639.x21819535

[26] LlorenteF, MuskettP, Sánchez-ValletA, LópezG, RamosB, et al (2008) Repression of the auxin response pathway increases Arabidopsis susceptibility to necrotrophic fungi. Molecular Plant 1 (3): 496–509.10.1093/mp/ssn02519825556

[27] HagenG, GuilfoyleT (2002) Auxin-responsive gene expression: genes, promoters and regulatory factors. Plant Molecular Biology 49 (3–4): 373–85.12036261

[28] GuilfoyleTJ, HagenG (2007) Auxin response factors Current Opinion in Plant Biolology 10. (5): 453–60.10.1016/j.pbi.2007.08.01417900969

[29] Dalila Paz-LagoA, Borges JrA, GutiérrezA, BorgesG, CabreraMA, et al (2000) Tomato Fusarium oxysporum interactions:ii-chitosan and msb induced resistance against fol in young tomato plants. Cultivos Tropicales 21 (4): 17–20.

[30] BadruzsaufariE, SchenkPM, MannersJM, DesmondOJ, EhlertC, et al (2004) Antagonistic interaction between abscisic acid and jasmonate-ethylene signaling pathways modulates defense gene expression and disease resistance in Arabidopsis. Plant Cell. 16 (12): 3460–3479.10.1105/tpc.104.025833PMC53588615548743

[31] KoornneefA, VerhageA, Leon-ReyesA, SnetselaarR, Van LoonL, et al (2008) Towards a reporter system to identify regulators of cross-talk between salicylate and jasmonate signaling pathways in Arabidopsis. Plant Signaling & Behavior 3 (8): 543–546.10.4161/psb.3.8.6151PMC263448919513248

[32] AmentK, KrasikovV, AllmannS, RepM, TakkenFL, et al (2010) Methylsalicylateproduction in tomato affects biotic interactions. The Plant Journal. 62: 124–34.10.1111/j.1365-313X.2010.04132.x20059742

[33] HandfordMG, CarrJP (2007) A defect in carbohydrate metabolism ameliorates symptom severity in virus-infected Arabidopsis thaliana. Journal of General Virology 88 (1): 337–41.10.1099/vir.0.82376-017170466

[34] HerbersK, TakahataY, MelzerM, MockHP, HajirezaeiM, et al (2000) Regulation of carbohydrate partitioning during the interaction of potato virus Y with tobacco. Molecular Plant Pathology 1 (1): 51–59.10.1046/j.1364-3703.2000.00007.x20572950

[35] HorsfallJG, DiamondAE (1957) The diseased plant in plant pathology - An advanced treatise. Academic Press New York. 5: 1–17.

[36] HerbersK, MeuwlyP, MétrauxJP, SonnewaldU (1996) Salicylic acid-independent induction of pathogenesis-related protein transcripts by sugars is dependent on leaf developmental stage. FEBS Letters 397 (2–3): 239–44.10.1016/s0014-5793(96)01183-08955355

[37] de Torres ZabalaM, BennettMH, TrumanWH, GrantMR (2009) Antagonism between salicylic and abscisic acid reflects early host-pathogen conflict and moulds plant defence responses. The Plant Journal 59 (3): 375–386.10.1111/j.1365-313X.2009.03875.x19392690

[38] JonesJD, DanglJL (2006) The plant immune system. Nature. 444: 323–329.10.1038/nature0528617108957

[39] GlazebrookJ (2005) Contrasting mechanisms of defense against biotrophic and necrotrophic pathogens. Annual Review of Phytopathology 43: 205–227.10.1146/annurev.phyto.43.040204.13592316078883

[40] Robert-SeilaniantzA, MacLeanD, JikumaruY, HillL, YamaguchiS, et al (2011) The microRNA miR393 re-directs secondary metabolite biosynthesis away from camalexin and towards glucosinolates. The Plant Journal. 67: 218–231.10.1111/j.1365-313X.2011.04591.x21457368

[41] LukasikE, TakkenFL (2009) STANDing strong, resistance proteins instigators of plant defense. Current Opinion in Plant Biology 12 (4): 427–436.10.1016/j.pbi.2009.03.00119394891

[42] TsudaK, SatoM, StoddardT, GlazebrookJ, KatagiriF (2009) Network Properties of Robust Immunity in Plants. PLoS Genetics 5 (12): e1000772.10.1371/journal.pgen.1000772PMC278213720011122

[43] LiJ, ZhangW, WuH, GuoT, LiuX, et al (2011) Fine mapping of stable QTLs related to eating quality in rice (*Oryza sativa* L.) by CSSLs harboring small target chromosomal segments. Breeding Science 61 (4): 338–46.10.1270/jsbbs.61.338PMC340677523136470

[44] ShivaprasadP, ChenHM, PatelK, BondDM, SantosBA, et al (2012) A microRNA superfamily regulates nucleotide binding site-leucine-rich repeats and other mRNAs. Plant Cell 24(3): 859–874.2240807710.1105/tpc.111.095380PMC3336131

# Supplementary material for: Tomato Genome-Wide Transcriptional Responses to Fusarium Wilt and Tomato Mosaic Virus
**Source:** PLoS One. 2014 May 7;9(5):e94963. doi: 10.1371/journal.pone.0094963
**Supplement:** File S1 — Contains the following files: Table S1. Specific enriched GO-term categories in tomato-Fol interaction; Table S2. Specific enriched GO-term categories in tomato-ToMV interaction; Table S3. Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of over-expressed genes and coding genes spotted on the microarray chip; Table S4. Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of under-expressed genes and coding genes spotted on the microarray chip.

**Table S1.** Specific enriched GO-term categories in tomato-*Fol* interaction.

| GO ID | Term description |
| --- | --- |
| GO:0010304 | PSII associated light-harvesting complex II catabolic process |
| GO:0007276 | gamete generation |
| GO:0010155 | regulation of proton transport |
| GO:0009543 | chloroplast thylakoid lumen |
| GO:0031978 | plastid thylakoid lumen |
| GO:0010114 | response to red light |
| GO:0016226 | iron-sulfur cluster assembly |
| GO:0031163 | metallo-sulfur cluster assembly |
| GO:0009073 | aromatic amino acid family biosynthetic process |
| GO:0010218 | response to far red light |
| GO:0046417 | chorismate metabolic process |
| GO:0043648 | dicarboxylic acid metabolic process |
| GO:0009746 | response to hexose stimulus |
| GO:0010103 | stomatal complex morphogenesis |
| GO:0034284 | response to monosaccharide stimulus |
| GO:0006873 | cellular ion homeostasis |
| GO:0010374 | stomatal complex development |
| GO:0005783 | endoplasmic reticulum |
| GO:0055080 | cation homeostasis |
| GO:0009072 | aromatic amino acid family metabolic process |
| GO:0050801 | ion homeostasis |
| GO:0019725 | cellular homeostasis |
| GO:0042743 | hydrogen peroxide metabolic process |
| GO:0048878 | chemical homeostasis |
| GO:0072593 | reactive oxygen species metabolic process |
| GO:0010016 | shoot morphogenesis |
| GO:0042592 | homeostatic process |
| GO:0016053 | organic acid biosynthetic process |
| GO:0046394 | carboxylic acid biosynthetic process |
| GO:0065008 | regulation of biological quality |

**Table S2.** Specific enriched GO-term categories in tomato-ToMV interaction.

**Table S3.** Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of **over-**expressed genes and coding genes spotted on the microarray chip (Choulakian 1994; Conover 1972)

| **chrom** | **Fol.ks** | **Fol.cvm** | **ToMV.ks** | **ToMV.cvm** |
| --- | --- | --- | --- | --- |
| 01 | 0.753 | 0.617 | 0.290 | *0.083* |
| 02 | 0.597 | 0.660 | 0.711 | 0.509 |
| 03 | **0.024** | *0.069* | 0.163 | 0.275 |
| 04 | 0.885 | 0.762 | 0.634 | 0.678 |
| 05 | *0.078* | **0.027** | 0.202 | *0.075* |
| 06 | 0.322 | 0.260 | **0.048** | **0.022** |
| 07 | 0.812 | 0.874 | 0.940 | 0.894 |
| 08 | 0.715 | 0.925 | 0.764 | 0.816 |
| 09 | 0.293 | 0.356 | 0.632 | 0.561 |
| 10 | 0.851 | 0.592 | 0.123 | *0.099* |
| 11 | **0.011** | **0.031** | 0.816 | 0.610 |
| 12 | 0.460 | 0.315 | 0.510 | 0.376 |

**Table S4.** Results of Kolmogorov-Smirnov and Cramer von Mises analysis for testing the differences between the position distribution of **under-**expressed genes and coding genes spotted on the microarray chip (Choulakian 1994; Conover,1972)*.

| **chrom** | **Fol.ks** | **Fol.cvm** | **ToMV.ks** | **ToMV.cvm** |
| --- | --- | --- | --- | --- |
| 01 | 0.650 | 0.578 | 0.828 | 0.869 |
| 02 | 0.531 | 0.403 | 0.341 | 0.281 |
| 03 | 0.501 | 0.655 | *0.060* | 0.130 |
| 04 | 0.731 | 0.881 | 0.978 | 0.934 |
| 05 | **0.048** | *0.052* | 0.128 | 0.122 |
| 06 | 0.799 | 0.724 | 0.982 | 0.943 |
| 07 | 0.806 | 0.733 | 0.288 | 0.144 |
| 08 | 0.135 | *0.050* | *0.086* | 0.105 |
| 09 | *0.070* | **0.045** | 0.534 | 0.554 |
| 10 | 0.782 | 0.898 | 0.993 | 0.955 |
| 11 | 0.363 | 0.510 | 0.216 | 0.367 |
| 12 | 0.161 | *0.097* | 0.752 | 0.648 |

* Choulakian, V. Lockhart, R. A. and Stephens, M. A. 1994. Cramer-von Mises statistics for discrete distributions. Can J Stat. 22(1): 125-137. Conover, W. J. 1972. A Kolmogorov Goodness-of-Fit Test for Discontinuous Distributions. J Am Statist. Ass. 67 (339) 591–596.

How the deposited data were processed for this re-analysis (not part of the article)

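Transcripts of resistant tomato seedlings were measured 2 days after inoculation with Fol or with ToMV, on 1-colour arrays hybridized with Cy5-labelled RNA. The 8 arrays form 4 groups of 2: Fol inoculated, Fol not inoculated, ToMV inoculated and ToMV not inoculated. Replicate numbers were taken from the sample labels. Where the methods and labels name different tissues, amounts of RNA and scanners, both are given with the description of the experiment.

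The authors deposited 1 scanner file per array, with the intensity of each spot and of its local background on a linear scale and without normalization. The same deposited files give the percent of saturated pixels per spot, and at most 0.189% of the spots of an array had any. The authors also deposited a table with a score per spot, and their processing notes name limma. Comparison with the scanner files showed that this score is the log2 foreground intensity minus the mean of the negative control probes of the array, divided by their SD, with no quantile step, and that it covers 25690 of the 25781 tomato probes. Its columns had medians between 0.36 and 1.22. Only 2 of its 8 columns match the scanner file of the sample named in their heading. The aligner and annotation behind the probe design were taken as the paper gives them.

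In R 4.3.3 with limma 3.58.1 and statmod 1.5.0, the foreground median was corrected with the local background median by normexp with an offset of 50, transformed to log2 and quantile normalized between arrays. Control probes were then left out, along with 1617 empty spots, and the spots of a probe on an array were averaged. A linear model with 4 groups was fitted over the 8 arrays, which leaves 4 residual degrees of freedom per probe, to which empirical Bayes moderation added 3.91. Fol inoculated was compared with Fol not inoculated and ToMV inoculated with ToMV not inoculated, the difference between these responses was tested, and the non-inoculated groups were compared with each other. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.01, which the methods state. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry as a further test, at an adjusted p under 0.05. Lists of other gene groups had been fixed by gene description before the data were examined, but were not tested because only 55 probes could be named.

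The genes named in the text were chosen by a rule written before the data were examined. It takes the probes with the largest changes among those past the threshold with a gene name, above background in at least 1 group and with non-overlapping arrays, filled up by the smallest unadjusted p, the genes of the paper's tables with the largest and smallest values in each, and up to 4 members per list. The values in the paper's tables had been seen when the rule was written. A probe with more than 1 target is never named for its gene.

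The array values limit precision. Tomato probes had 2.89 to 10.65 times the local background in the median of each array, and the lowest value belonged to Fol not inoculated replicate 2, whose local background was 243 against 75 to 116 elsewhere. The fit was tested on simulated data for the Fol comparison over 25781 probes, with 50 of them changed at each fold. It recovered 0% of 2-fold, 24% of 4-fold, 62% of 8-fold and 82% of 16-fold changes, with 0 unchanged probes called.

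Alternatives fixed before the data were examined changed the background correction, the normalization, the treatment of spots, the filter on dim probes, the arrays in the fit, the controls, the blocks, the variance model and the threshold, used the deposited table, or left out each array in turn. Further settings were added after seeing the data: the deposited table with quantile normalization, with independent spots or with both, the scanner files on the same scale, and a crossed pairing of replicates. The closing section gives their effects. Gene ontology, chromosome positions, carbon fixation genes, recognition genes and other genes named in the text were left out, because the sources used here do not pair them with probes.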

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

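The tests of the column headings and image names, of other splits of the arrays and of scan day were chosen after the result was seen, while those of GC content, chip position and the array with a narrow range were set out beforehand.

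The non-inoculated seedlings of both experiments, which the paper does not compare, differed at 516 probes in limma, 112 higher and 404 lower in the Fol experiment. The count depended on single arrays. It fell without either ToMV not inoculated array and without Fol not inoculated replicate 2, which leaves 1 array in a compared group. It also fell without either ToMV inoculated array. Arrays were not normalized again when 1 was left out, so the log2 differences of this comparison stayed the same. Such an array acts here only through the estimate of spread and its degrees of freedom. It rose without Fol not inoculated replicate 1 or either Fol inoculated array. With the replicate block the fit compares these groups at replicate 1, which is another difference. Its count of 0 (3182 at an unadjusted p under 0.05 in limma) therefore does not test the 516 probes.

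By the scanner labels, arrays of the Fol experiment stood apart from arrays of the ToMV experiment. Under the headings of the deposited table, the same split sets 4 inoculated against 4 non-inoculated arrays. Neither this split nor the 516 probes can therefore tell which labelling is right. Among all 35 splits of the 8 arrays into groups of 4, 1 gave as many probes as the split by experiment, that split itself, with 1114 probes against at most 2 in any other split. With each array's trend on the GC content of the probes removed, 578 probes differed between the non-inoculated groups, and with the trend over position on the chip removed, 551, so the tables argue against these trends as the whole cause. Scan day and reuse of the chips stay open and cannot be told apart from the groups, because 0 of the 4 scan days hold arrays of more than 1 group, although each of the 2 chips served every group. A biological difference between the experiments, such as growth of the plants, may also contribute and was not tested.

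Of the 8 columns of the deposited table, 6 hold the values of another sample's scanner file. The image names inside 8 of 8 scanner files give the sample that the file belongs to, as needed if columns of the value table are headed by another sample, and 0 of the files carry the name of a different sample, which argues against scanner files exchanged between samples when deposited. Under its own headings, the table sets arrays of the Fol experiment, as inoculated, against arrays of the ToMV experiment, as non-inoculated. By the scanner labels, its Fol comparison uses the replicate 1 arrays and its ToMV comparison the replicate 2 arrays of both experiments. Each side then holds 1 inoculated and 1 non-inoculated array. Under these labels both comparisons set experiment against experiment, and neither sets inoculated against non-inoculated arrays. Whether images were named for the wrong sample before scanning was not tested. No biological explanation applies to a column heading.

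Few probes changed with inoculation under the labels of the scanner files, 1 with Fol and 0 with ToMV in limma (1462 and 2833 at an unadjusted p under 0.05). For Fol, 0 probes passed with only the arrays of that experiment in the fit (1254 at an unadjusted p under 0.05 in limma), which has fewer degrees of freedom. Fewer degrees of freedom can lower the count by themselves, so this fit cannot tell whether the ToMV arrays lowered the Fol count. A candidate explanation for ToMV is the narrow signal range of ToMV inoculated replicate 1. On it the 95th percentile of the probes was 2.19 times the median of the negative controls, against 3.89 to 8.68 on the other arrays. Without this array 0 probes passed with ToMV (2196 at an unadjusted p under 0.05), but 0 passed whichever of the 8 arrays was left out, so this test decides nothing and the explanation stays open. The simulated Fol comparison, with 50 of 25781 probes changed at each fold, recovered 0% of 2-fold and 24% of 4-fold changes. A 2-fold change among so few changed probes would mostly have been missed. A change in many more probes, which eases the adjusted threshold, was not simulated. A weak response of these resistant seedlings at 2 days, the biological alternative, was not tested separately. Images named for the wrong sample before scanning, which also stay open, were not tested either.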

How the results depend on the processing

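The deposited table with added steps, the scanner files on its scale and the crossed pairing were chosen after seeing the data, and for no change below was the cause tested. In the order Fol, ToMV, difference between the responses and difference between the non-inoculated groups, 1, 0, 0 and 516 probes passed in limma. For Fol the count was 14 with no background correction, 0 with normexp on the negative controls, 17 with median scaling, 0 with scaling by the control probes, 5 with cyclic loess, 22 without dim probes, 0 with only the arrays of the experiment, 3 against pooled controls, 13 with trend and robust variances and 22 at an adjusted p under 0.05. Beside each 0, at least 1169 probes had an unadjusted p under 0.05. For ToMV the count was 6 with normexp on the negative controls, 2 with median scaling, 15 without dim probes and 37 at an adjusted p under 0.05. Between the non-inoculated groups it was 281 with normexp on the negative controls, 70 with scaling by the control probes, 893 without dim probes and 1468 at an adjusted p under 0.05. With spots in the fit and their correlation estimated (0.529), the counts were 158, 409, 183 and 2032, and with spots as independent values 721, 2424, 1344 and 3948. In the same order, the deposited table gave 0, 0, 0 and 0 (3088, 2608, 604 and 860 at an unadjusted p under 0.05), with quantile normalization 20, 195, 0 and 0 (676 and 267 beside each 0), with independent spots 4037, 3113, 309 and 407, and with both steps 3840, 3649, 239 and 21. The scanner files on the same scale with both steps gave 664, 2034, 1194 and 3693. Leaving out each array in turn gave 0 to 1 probes for Fol (at least 949 at an unadjusted p under 0.05), 0 for ToMV and 10 to 596 between the non-inoculated groups. For ToMV the count at an unadjusted p under 0.05 ranged from 1475 to 6403, the latter without ToMV inoculated replicate 2. The call with Fol was lost without any array other than Fol inoculated replicate 2.

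Replicate numbers are shared between groups, but nothing says that a number marks a common day or batch, and differences between replicates of inoculated and non-inoculated samples correlated at 0.003 for Fol and -0.258 for ToMV. With the replicate block, 0 probes passed for Fol in limma (1221 at an unadjusted p under 0.05). With a crossed pairing, the counts were 11 for Fol, 1 for ToMV and 1 in both. Both fits compare the non-inoculated groups at replicate 1 and not between group means. Their counts for these groups, 0 (3182 at an unadjusted p under 0.05) and 123, are therefore not for the same difference as the 516 probes.

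Probes passing in both interactions numbered 0, and 1 with median scaling, 3 without dim probes, 3 at an adjusted p under 0.05, 20 with correlated and 176 with independent spots, 19, 1591 and 2112 in the deposited table with quantile normalization, independent spots and both, and 133 on the scanner files with both. The correlation of the responses, 0.19, was -0.034 with pooled controls and 0.75 in the deposited table with or without each added step. By the scanner labels, the value of 0.75 sets replicate 1 beside replicate 2 of the difference between the experiments. Genes of the paper's tables that were called higher in their own interaction numbered 0. With independent spots on the scanner files 1 gene of Table 3 was called, lower with ToMV. Higher calls numbered, in the deposited table with independent spots 15 of Table 1, 29 of Table 3 and 4 of Table 5, with both steps 14, 33 and 6, and with quantile normalization 1 of Table 3.

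For the list of Table 1 with Fol the median was 0.30, and camera's call was lost without dim probes (median 0.28, adjusted p = 0.2) and with an estimated correlation (0.30). Fry, which sets the list against no change and not against other probes, gave an adjusted p of 0.322. Without single arrays its median ranged from 0.0598 without Fol not inoculated replicate 2, with camera's direction turned (adjusted p = 0.624), to 0.53, and the call was lost without Fol inoculated replicate 1 (adjusted p = 0.149). For Table 3 with ToMV the median was 0.11 and no call was made. A call was made with cyclic loess (median 0.28), against pooled controls with the sign turned (-0.61), and in the deposited table, with medians of 2.59, 2.59, 2.59 and 2.59 SDs of the negative controls without and with each step. Without single arrays the median ranged from 0.0678 to 0.13, and without ToMV inoculated replicate 2 camera's direction turned downwards (median 0.0999, adjusted p = 0.935). With scaling by the control probes the median was -0.128, against -0.223 over all probes. For Table 5 with ToMV the median was 0.08, -0.30 with pooled controls, -0.095 with scaling by the control probes (-0.223 over all probes), and 1.97 or, with quantile normalization, 1.76 in the deposited table, where calls were made. Without single arrays it was -0.0576 without ToMV not inoculated replicate 2, -0.00966 without ToMV inoculated replicate 1 and at most 0.11. For Table 3 with Fol the call was lost with an estimated correlation (median 0.46).

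Among the named genes, values turned sign against pooled controls for TC199935 with Fol (0.48), for TC201658 (-0.60), TC201774 (-0.65), TC202708 (-0.26), TC202928 (-0.13) and TC212476 (-0.61) with ToMV, and for the difference between the responses of TC196561 (0.38), TC199757 (0.72), TC199935 (2.17), TC201658 (0.57) and TC209710 (0.78). In the deposited table, without and with both steps, values turned sign for TC199935 with Fol (5.39 and 5.31), for TC198803 (1.47 and 1.35), TC202014 (3.24 and 2.98), TC204547 (2.02 and 1.91) and TC213655 (5.31 and 4.41) with ToMV, and for the difference of TC195695 (-3.88 and -3.18), TC198426 (-0.86 and -0.36), TC199757 (1.90 and 1.58), TC199935 (1.22 and 0.95), TC201521 (-3.85 and -3.62), TC212476 (-0.64 and -0.031) and TC213655 (-1.43 and -0.79), and without added steps TC209710 (0.25). Median scaling turned TC198803 (0.26) and TC201774 (-0.078) with ToMV, scaling by the control probes TC201774 (-0.39) and TC202928 (-0.14) with ToMV, and cyclic loess TC203007 (-0.049) with Fol. The median of all probes with ToMV was -0.223 when arrays were scaled by the control probes. Leaving out single arrays gave -0.29 to 0.29 for TC203007 and -0.0719 to 1.18 for TC202928 with Fol, and -0.19 to 0.00739 for TC198803 and -0.14 to 0.20 for TC201774 with ToMV. The other 843 values of named genes kept their direction and their side of the threshold, and 41 came to pass it. Many of the 843 could not change direction. Leaving out an array of the other experiment, a chip block or robust variances does not alter the log2 fold change for 1 pathogen. None of the named genes passed in limma, so keeping a side of the threshold means still not passing.

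A mean of all probes of a gene was not run, because no table used here pairs every probe with its gene, and tests over chromosomes or gene ontology were not run for the same reason. Only 41.4% of the probes exceeded the negative controls, which limits what can be read from the others.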

Differences from the paper's values

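The paper counts genes and the counts here are of probes, at the threshold the methods state, an adjusted p under 0.01. For Fol the paper reports 3753 differentially expressed genes, 2392 of them up-regulated, and 1 probe passed here, 1 of 1 higher (1462 at an unadjusted p under 0.05 in limma). None of the alternatives set before the data were examined gave a count within 1.5 times of the paper's, with 721 probes at most, when the spots of a probe were independent values. For ToMV the paper reports 3501 genes, about 2000 of them up-regulated, and 0 probes passed here, 0 higher (2833 at an unadjusted p under 0.05 in limma). Of the same alternatives, independent spots came within 1.5 times of the total, with 2424 probes and 1197 higher, and no other did, and no alternative did so for the up-regulated count. The paper reports 2205 genes in both interactions, 131 of them in opposite directions, and 0 and 0 probes were found here (in limma 3 passed in both at an adjusted p under 0.05), with at most 176 and 37 under those alternatives.

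A setting chosen after seeing the values, the deposited table with quantile normalization and independent spots, gave 3840 probes for Fol with 2440 higher, 3649 for ToMV with 1812 higher, and 2112 in both, each within 1.5 times of the paper's value, and 11 in opposite directions, which is not. It drops 2 of the 16 genes of Table 1, 0 of the 33 of Table 3 and 0 of the 6 of Table 5, all of which the paper calls up-regulated. The deposited table with independent spots and no quantile step, also chosen after seeing the values, gave 4037 probes for Fol and 3113 for ToMV, within 1.5 times of the paper's totals, and 1591 in both, also within it, with up-regulated counts of 3275 and 1356 within it too, and it drops 1 gene of Table 1, 4 of Table 3 and 2 of Table 5. The scanner files on the authors' scale with both steps, chosen in the same way, gave 664 and 2034 probes, with 133 in both, and called 0 of the genes of these tables higher in limma (4, 2 and 1 higher at an unadjusted p under 0.05).

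The paper gives 14 auxin genes of Table 1 as up-regulated with Fol and 0 passed here, where 13 of the 16 genes of the table had positive values (0 at an unadjusted p under 0.05 in limma). None of the alternatives set before the data were examined called any of them.

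Table 3 gives fold changes from a log2 ratio, in the paper's words, for 33 genes with ToMV, and 32 of them differ from the log2 fold changes here in sign or by more than the replicate SD, the root mean square of the SDs of both ToMV groups. A gene counts as differing only if it does so both with the paper's value as printed and with its log2. The chitinase TC212476 does not differ from the log2 of the paper's value. For the peroxidases TC197719, TC195695, TC209477, TC201774 and TC196561 the paper gives 5.5, 2.3, 2.3, 8.9 and 5.7, and the values here are -0.57, 0.21, -0.30, 0.0322 and 0.56. For the peroxidases TC201521, TC211238, TC203104, TC199639 and TC206568 the paper gives 6.3, 2.6, 7.1, 5.8 and 2.1, against -0.49, 0.32, 0.16, 0.29 and -0.10 here. For the peroxidases TC202014, TC211424, TC201658, TC209710, TC200697 and TC198426 the paper gives 2.4, 6.9, 7.9, 3.8, 3.9 and 2.9, against -0.59, 0.0448, 0.63, 0.30, -0.29 and -0.19 here. For the chitinases TC200207, TC194980 and TC215379 the paper gives 1.7, 2.8 and 3.7, against 0.0873, 0.27 and 0.22 here. For the lipid-transfer proteins TC203320, TC213655, TC214938 and TC209373 the paper gives 2.8, 1.5, 2.1 and 8.9, against 0.28, -0.92, -0.10 and 0.23 here. For the major latex-like protein TC199935, the trypsin inhibitor TC210670, the norcoclaurine synthase TC194633 and the defensin-like protein TC210032 the paper gives 3.2, 8.5, 2.6 and 2.3, against 0.11, 0.13, 0.066 and 0.35 here. For the probes with more than 1 target, TC205411, TC209879, TC193192, TC208195 and TC209457, the paper gives 1.6, 6.9, 4.3, 8.7 and 6.4, against 0.19, -0.21, -0.52, 0.15 and -0.0233 here. Across the 33 genes the paper's values had a Pearson correlation of 0.12 with the values here, and of 0.09 after the paper's values were put on a log2 scale. Under the deposited table, set as an alternative before the data were examined and in SDs of the negative controls, 24 genes differ and 9 do not. Those are TC205411, TC209879, TC201521, TC203320, TC193192, TC206568, TC201658, TC209710 and TC200697. These values are not on the scale of the paper's or of the replicate SD, and across the 33 genes both had a Pearson correlation of -0.0449 and a Spearman correlation of -0.113. With cyclic loess and with the pooled controls 33 of 33 differ, as they do without ToMV not inoculated replicate 1, and without dim probes 26 of 27. The remaining alternatives that give these values leave 32 differing.

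The paper calls each gene of Table 3 and Table 5 up-regulated with ToMV, and 21 of 33 and 4 of 6 had positive values here, of which 0 passed in limma (0 positive values of either table at an unadjusted p under 0.05).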

Other observations

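The comparisons of the inoculated groups and of the gene lists outside their own interaction, and the simulation of unchanged groups, were chosen after the main results were seen.

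Of the 33 pathogenesis-related genes of Table 3, which the paper gives for ToMV, 25 had a positive log2 fold change with Fol, with a median of 0.46. Over all probes 0 passed in limma (10 at an unadjusted p under 0.05), and 2, the peroxidase TC198426 and the chitinase TC212476, passed when adjusted over the list alone (adjusted p = 0.000521 and 0.00183 from limma). With only the arrays of the Fol experiment in the fit, 0 passed over the list alone (8 at an unadjusted p under 0.05). The list was chosen on these samples, so the counts are not independent evidence. Camera called the list higher with Fol (adjusted p = 1.56e-06), but the call was lost with an estimated correlation (adjusted p = 0.054 with an estimated correlation). Fry, which sets the list against no change and not against other probes, gave an adjusted p of 0.0169. The 6 gibberellin genes of Table 5 all had positive values with Fol, with a median of 0.43, and 0 passed when adjusted over the list alone or over all probes (1 at an unadjusted p under 0.05 in limma).

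By the scanner labels, the difference between the experiments was present with and without inoculation. Between the inoculated groups 304 probes differed, 139 higher and 165 lower with Fol, and 151 of these were among the 516 that differed between the non-inoculated groups. All 151 differed in the same direction, against 3.19 expected for independent lists, and across probes these differences had a correlation of 0.67. Both lists come from 1 fit with a shared estimate of spread per probe. They are therefore not independent, and 3.19 is not a chance level for them. Array pairs correlated at 0.907 on average within a group, at 0.882 between treatments of the same experiment and at 0.778 between experiments at the same treatment.

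Spots of a probe on 1 array are not independent samples. Each of 5 simulations with no effect used the SDs of each probe in these data, between arrays (median 0.25 on the log2 scale) and between spots (median 0.24). Taking spots as independent values called 701 to 752 of 25781 probes in the Fol design and 715 to 772 in the ToMV design, and averaging spots called 0. On the scanner files, independent spots called 721 probes with Fol and 2424 with ToMV.

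With the controls of both experiments pooled, the correlation of the Fol and ToMV log2 fold changes across probes was -0.03, against a mean of 0.33 in 20 simulations of unchanged groups that share those controls. The covariance was -0.0086, against 0.026 in the simulations. These simulations treat the pooled controls as exchangeable, although 516 probes differed between them, so the simulated values are not those of unchanged groups in these data. No conclusion on a shared response is drawn from them.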
